# Sedentary and Trained Older Men Have Distinct Circulating Exosomal microRNA Profiles at Baseline and in Response to Acute Exercise

**DOI:** 10.3389/fphys.2020.00605

**Published:** 2020-06-10

**Authors:** Venugopalan D. Nair, Yongchao Ge, Side Li, Hanna Pincas, Nimisha Jain, Nitish Seenarine, Mary Anne S. Amper, Bret H. Goodpaster, Martin J. Walsh, Paul M. Coen, Stuart C. Sealfon

**Keywords:** Acute aerobic exercise, regular endurance training, aging, plasma exosomes, microRNA profiling, insulin growth factor-1 signaling

## Abstract

Exercise has multi-systemic benefits and attenuates the physiological impairments associated with aging. Emerging evidence suggests that circulating exosomes mediate some of the beneficial effects of exercise via the transfer of microRNAs between tissues. However, the impact of regular exercise and acute exercise on circulating exosomal microRNAs (exomiRs) in older populations remains unknown. In the present study, we analyzed circulating exomiR expression in endurance-trained elderly men (*n* = 5) and age-matched sedentary males (*n* = 5) at baseline (Pre), immediately after a forty minute bout of aerobic exercise on a cycle ergometer (Post), and three hours after this acute exercise (3hPost). Following the isolation and enrichment of exosomes from plasma, exosome-enriched preparations were characterized and exomiR levels were determined by sequencing. The effect of regular exercise on circulating exomiRs was assessed by comparing the baseline expression levels in the trained and sedentary groups. The effect of acute exercise was determined by comparing baseline and post-training expression levels in each group. Regular exercise resulted in significantly increased baseline expression of three exomiRs (miR-486-5p, miR-215-5p, miR-941) and decreased expression of one exomiR (miR-151b). Acute exercise altered circulating exomiR expression in both groups. However, exomiRs regulated by acute exercise in the trained group (7 miRNAs at Post and 8 at 3hPost) were distinct from those in the sedentary group (9 at Post and 4 at 3hPost). Pathway analysis prediction and reported target validation experiments revealed that the majority of exercise-regulated exomiRs are targeting genes that are related to IGF-1 signaling, a pathway involved in exercise-induced muscle and cardiac hypertrophy. The immediately post-acute exercise exomiR signature in the trained group correlates with activation of IGF-1 signaling, whereas in the sedentary group it is associated with inhibition of IGF-1 signaling. While further validation is needed, including measurements of IGF-1/IGF-1 signaling in blood or skeletal muscle, our results suggest that training status may counteract age-related anabolic resistance by modulating circulating exomiR profiles both at baseline and in response to acute exercise.

## Introduction

Aging is associated with loss of skeletal muscle mass and function, physiological alterations of the cardiorespiratory system, weakening of the immune system, and impaired cognitive function (Garatachea et al., 2015; Weyand and Goronzy, 2016). While a sedentary lifestyle may accelerate the hallmarks of aging, regular exercise can lessen those multisystem age-related declines, thereby decreasing the risk of cardiovascular diseases, cancers, and metabolic disorders (Febbraio, 2017; Harridge and Lazarus, 2017; Howden et al., 2018; Chowdhury et al., 2019). Major long-term adaptations to exercise training include improved cardiovascular and cardiorespiratory fitness, enhancement of skeletal muscle blood flow and oxidative capacities (via an increased density of capillaries and of mitochondria, respectively) (Rivera-Brown and Frontera, 2012), and muscle hypertrophy (Konopka and Harber, 2014). Even a single bout of exercise can induce several health benefits in skeletal muscle, such as enhanced insulin sensitivity, increased secretion of the anti-inflammatory cytokine interleukin-6, and stimulation of immune cells (Garatachea et al., 2015; Sellami et al., 2018).

While the molecular mechanisms underlying the health benefits of exercise remain unclear, accumulating evidence suggests the importance of tissue crosstalk via the release of molecules into the bloodstream (i.e., circulation). Many of these molecules are packaged into extracellular vesicles (EVs) such as microvesicles and exosomes (Whitham et al., 2018). Exosomes are nano-sized (30–150 nm) EVs that transport proteins and various RNA species, notably miRNAs (Kowal et al., 2014). Exosomes are found in most body fluids, including plasma, urine, and saliva. There is growing evidence that exercise leads to the release of exosomes by skeletal muscle and other tissues into circulation, suggesting that these EVs act as mediators of the systemic adaptations to exercise (Chaturvedi et al., 2015; Fruhbeis et al., 2015; Safdar and Tarnopolsky, 2018; Whitham et al., 2018).

Among the molecules transported by exosomes, microRNAs (miRNAs) are small non-coding RNAs that mediate post-transcriptional gene silencing. miRNAs are important regulators of gene expression (Selbach et al., 2008; O’Brien et al., 2018). Extracellular (or circulating) miRNAs consist of two populations: those associated with vesicles such as exosomes, and those bound to proteins like AGO2 (O’Brien et al., 2018). The majority of previous studies on circulating miRNA responses to exercise measured changes in vesicle-free extracellular miRNAs in either plasma or serum (Baggish et al., 2011, 2014; Aoi et al., 2013; Mooren et al., 2014; Nielsen et al., 2014; Russell and Lamon, 2015; Xu et al., 2015; D’Souza et al., 2017; Shah et al., 2017; Horak et al., 2018; Barber et al., 2019). Those studies have suggested that circulating miRNAs may mediate transient metabolic changes and adaptive responses induced by exercise. However, recent reports involving healthy young men suggest that the exosomal fraction is distinctively modulated by exercise and may play an important role in exercise-induced systemic adaptations (Guescini et al., 2015; D’Souza et al., 2018; Lovett et al., 2018; Hou et al., 2019).

Aging has been associated with alterations in intramuscular and circulating miRNA profiles (Drummond et al., 2011; Noren Hooten et al., 2013; Lai et al., 2014; Olivieri et al., 2014b; Zhang et al., 2015). However, the effect of exercise on the circulating exosomal miRNA (exomiR) expression profiles of aging individuals has not been investigated. Here, we studied the impact of long-term exercise training and acute endurance exercise on circulating exosomal miRNAs using a comprehensive small RNA sequencing-based approach. The results indicate that long-term exercise affects basal (resting) circulating exomiR profiles and demonstrate that acute exercise generates distinct patterns of exomiR profiles specific to trained and sedentary groups.

## Materials and Methods

### Subjects

Older men (>65 years old) were recruited from the Orlando, FL, United States area. Participants were in good general health, defined as having no chronic medical conditions (i.e., type I or II diabetes), no contraindications for exercise, stable weight for the last 6 months, and controlled hypertension (<150 mmHg systolic, <90 mmHg diastolic). Participants (*n* = 10) were assigned to one of two groups based on their physical activity levels: 5 older trained and 5 older sedentary. Subject characteristics are summarized in Table 1. Trained subjects were engaged in endurance activities (running, cycling) for at least 5 years without an extensive layoff (>6 months) due to injury. Sedentary individuals completed ≤1 continuous exercise bout per week. Each participant provided written informed consent before completing any data collection procedures. The study was approved by the Florida Hospital, AdventHealth Orlando (Orlando, FL, United States) Institutional Review Board (IRBNet #554559) and performed in compliance with the Declaration of Helsinki.

**TABLE 1:** Baseline subject characteristics.

**Clinical variable**	**Trained (*n* = 5)**	**Sedentary (*n* = 5)**	T-test*
Age (yrs)	68.2 ± 1.6	70.4 ± 1.4	0.331
Weight (kg)	77.1 ± 7.9	89.6 ± 7.5	0.284
BMI (kg/m^2^)	26.1 ± 2.4	28.7 ± 1.8	0.411
Total Fat Mass (kg)	20.2 ± 5.2	31.8 ± 4.8	0.140
SMI (ALM/height^2^)	8.5 ± 0.5	8.2 ± 0.5	0.683
Total Lean Mass (kg)	55.0 ± 3.3	55.0 ± 3.2	1
Leg Lean Mass (kg)	9.0 ± 0.6	9.5 ± 0.7	0.602
VO_2_ max (ml/kgBW/min)	34.4 ± 1.1	21.7 ± 1.2	< 0.0001
Daily Average Steps (steps/24 h)	6386 ± 410	4916 ± 1370	0.354

Values are expressed as mean +/− SEM. *Unpaired *t* test; BMI, body mass index; SAT, subcutaneous adipose tissue; SMI, skeletal muscle index; ALM, appendicular skeletal muscle mass; Total Lean Mass = Total Weight − Fat Mass; Muscle Volume, volume of muscle tissue; VO_2_ max, maximal oxygen uptake (cardiorespiratory fitness); BW, body weight.

### Study Design

All testing was completed at the Translational Research Institute at AdventHealth, Orlando. Visit #1 consisted of a fasting blood draw, physical measurements, medical history/physical activity questionnaires, and resting electrocardiography (ECG). On visit #2, participants completed a VO_2_ max test with ECG to determine cardiorespiratory fitness. On visit #3, participants completed a dual energy X-ray absorptiometry (DXA) scan and were given a triaxial accelerometer to determine free living physical activity over a 1-week period. On visit #4, fasting blood samples were drawn into K2-EDTA tubes (pre-exercise), and participants then consumed a small low glycemic index meal (200 kcal, 15% protein, 35% fat, and 50% carbohydrate). Participants then completed the acute exercise bout on a cycle ergometer, as described in the next sections.

### Cardiorespiratory Testing and Assessment of Body Composition

VO_2_ max was determined as peak aerobic capacity measured during a graded exercise protocol on an electronically braked cycle ergometer, as previously described (Coen et al., 2013; Dube et al., 2014). Heart rate, blood pressure, and ECG (12-lead) were recorded throughout this test. The test was terminated according to the criteria outlined in the American College of Sports Medicine exercise testing guidelines (Thompson et al., 2010). DXA scans were performed using a GE Lunar iDXA whole-body scanner and analyzed with enCORE software. Coefficients of variation (CV) vary by tissue type and range from 0.5% to 1.1%. This CV data was provided by the manufacturer (for reference, see Faulkner et al., 2006).

### Daily Physical Activity

The monitor used for this study was the SenseWear^®^ Pro Armband (BodyMedia Inc., Pittsburgh, PA, United States). This activity monitor uses accelerometry, galvanic skin response, and skin temperature to estimate energy expenditure at a 1-min resolution (Berntsen et al., 2010). The SenseWear^®^ Armband has been demonstrated to be a valid, accurate, and reliable method when compared with indirect calorimetry (Berntsen et al., 2010) and doubly labeled water (Mackey et al., 2011). SenseWear professional version 8.1 software was used for data analysis. Participants were instructed to wear the armband on their upper left arm at all times over the seven-day period, with the exception of showering/bathing. Only days with a wear time of at least 85% were considered for further analysis.

### Acute Exercise Testing

Study participants performed an acute bout of aerobic exercise on a cycle ergometer as previously described (Distefano and Goodpaster, 2018). Following a 6-min warm-up, participants cycled for 40 min at ∼70% heart rate reserve, which was calculated during the maximum aerobic capacity test. Heart rate, perceived exertion, and blood pressure were measured every 5 min. Indirect calorimetry was examined with an open-circuit spirometry metabolic monitoring system (Parvo Medics, Sandy, UT), and used to verify exercise intensity. Blood was drawn before exercise (Pre), immediately after exercise (Post), and after 3 h of recovery (3hPost) via direct venipuncture using a 21-gauge butterfly needle, and blood samples were collected into PAXgene blood tubes with spray-coated K2-EDTA (Becton-Dickson, Catalog #366643).

### Plasma Isolation

Collected blood samples were processed according to the manufacturer’s instructions. Briefly, they were centrifuged at 3,000 ×*g* for 10 min at room temperature. Plasma was aliquoted and immediately stored at −80°C.

### Isolation and Enrichment of Exosomes From Plasma

Plasma was thawed on ice and centrifuged at 3,000 × *g* for 15 min at 4°C to remove particulate matter. Pre-cleared plasma (250 μl) was then mixed with an equal volume of thromboplastin D and incubated for 15 min at 37°C. Supernatants were collected following centrifugation at 13,000 × g for 10 min at 4°C, mixed with 100 μl of ExoQuick (System Biosciences, Palo Alto, CA, United States) and 6.25 μl of RNase (1 mg/ml), and incubated overnight at 4°C. Exosome-enriched preparations were spun down at 1,500 × *g* for 25 min at 4°C. Supernatants were then gently removed, and exosome-enriched pellets were resuspended in 50 μl of PBS with 1.25 μl of RNAse inhibitor (ThermoFisher Scientific, Waltham, MA, United States) and stored at −20°C.

### Nanoparticle Tracking Analysis

Exosome-enriched preparations were measured and quantified using a NanoSight NS300 instrument (Malvern Panalytical Ltd, Malvern, United Kingdom) equipped with a 532 nm laser and running NTA v3.2 software. These preparations were thawed on ice and gently resuspended immediately before sampling to prevent the settling of particles. Immediately before measurement, the exosome-enriched aggregates were broken up by gentle passage through a needle. Samples were diluted empirically with 0.22 mm filtered PBS to achieve 20–60 particles/frame (manufacturer’s optimum measurement range) using 1.5 ml low-adhesion tubes (United States Scientific, Orlando, FL, United States) to prevent exosome adsorption onto the walls of the tube. Diluted samples were loaded into the assembled sample chamber of a NanoSight NS300 instrument through a 1-ml syringe, applying each sample slowly to expel air without bubble formation. The chamber was then connected to the instrument and laser-engaged, and microparticles were brought into focus using the thumb print region as a reference; three 60-second video images/sample were acquired and analyzed using NanoSight NTA 2.3 software. Individual members of the prepared serial dilutions were analyzed until the detected raw concentration was within the recommended range for the instrument (1 × 10^8^ – 1 × 10^9^ particles/ml).

### RNA Isolation From Exosome-Enriched Preparations

For RNA isolation from exosome-enriched preparations, 700 μl of QIAzol lysis reagent (Qiagen, Germantown, MD, United States) were added to 50 μl of exosome preparation, and the mixture was incubated for 5 min at room temperature. After the addition of 140 μl of chloroform, the mixture was vortexed for 15 s and incubated for 3 min at room temperature. Following incubation, the mixture was centrifuged at 12,000 × *g* for 15 min at 4°C. After the upper aqueous phase was transferred to a fresh tube, a two-fold volume of absolute ethanol (Sigma-Aldrich, St. Louis, MO, United States) was added, and the mixture was vortexed briefly. Samples were then transferred to RNeasy Mini spin columns (Qiagen) that were centrifuged at 10,000 × *g* for 30 s at 4°C, and flow-through was discarded. An 80-μl volume of DNase incubation mix was added directly onto the column membrane and samples were incubated for 15 min at room temperature. Following wash steps with RWT buffer, RPE buffer (Qiagen), and 85% ethanol, RNA pellets were dried by centrifugation at 10,000 × *g* for 2 min at room temperature and eluted in 15 μl of water. Electrophoretic analysis of the RNA preparations was conducted on an Agilent 2100 Bioanalyzer using the Agilent Small RNA kit (Agilent, Santa Clara, CA, United States).

### Small RNA Library Preparation

Small RNA libraries were prepared using the NEBNext Small RNA Library Prep Set for Illumina (New England Biolabs, Ipswich, MA, United States), according to the manufacturer’s instructions. Briefly, RNA-Seq libraries were constructed using 2 ng of RNA isolated from exosome-enriched preparations and 15 cycles of PCR amplification. Libraries were run on a 6% TBE gel for 60 min at 120 V, and bands between 140 to 160 bp were excised from the gel using a razor blade. Gel pieces were crushed into smaller pieces and incubated in water overnight on a rotator. Libraries were isolated using gel filtration columns. Following ethanol precipitation, the resulting pellets were each resuspended in 11 μl of ultrapure water.

### Small RNA Library Sequencing and Data Analysis

All libraries were analyzed on an Agilent 2100 Bioanalyzer using the Agilent High Sensitivity DNA kit. For sequencing, libraries were pooled at equimolar concentrations, mixed with 5% PhiX (Illumina, San Diego, CA, United States), and single-end sequencing was performed on an Illumina MiSeq platform following the manufacturer’s recommendations. Sequencing data have been deposited to GEO (GSE144627).

Small RNA-seq reads were processed using the exceRpt pipeline (Rozowsky et al., 2019), as recommended by the ERC Consortium^1^. The pipeline initially trims the reads using FASTX-Toolkit to remove remnants of the 3′-adapter sequence followed by removal of the reads of low-quality and homopolymer repeats, and subsequently aligns the trimmed reads to NCBI’s Univec database to filter out contaminants. The good reads were mapped to rRNA, and then to the human genome and transcriptome to obtain the counts of different gencode and RNA transcripts including miRNA and tRNA. The order of annotations is as follows: miRNAs (miRBase v21), tRNAs, piRNAs, gencode transcripts (hg38 Gencode v24; snRNAs, snoRNAs, miscRNAs, protein coding mRNAs, and lncRNAs), and circular RNAs. Mapping of the reads to the NCBI’s Univec database or rRNA or human genome/transcriptome was performed using STAR 2.4.2a (Dobin et al., 2013).

### Statistics

Subject characteristics, physiological and exomiR data were reported as the mean ± standard error of the mean (SEM). For subject characteristics and physiological data, paired variables were compared using a Student’s *t*-test or a Wilcoxon signed-rank test as appropriate for the data distribution. When comparing miRNA expression changes either between time points (within the same group) or between groups (baseline), the Bioconductor DESeq2 package was used (Love et al., 2014). A log2 fold change ≥ 1 in either direction together with a Wald test *p*-value ≤ 0.05 indicated a statistically significant difference. Differentially expressed miRNAs were displayed in volcano plots and a heatmap. The computation was done in R 3.6.1 (R Core Team, 2019) and Bioconductor 3.10 (Gentleman et al., 2004) packages.

## Results

### Anthropometric and Physiological Characteristics of Participants

The study cohort (*n* = 10) comprised 5 older endurance-trained and 5 age-matched sedentary subjects, all of whom completed a 40 min bout of cycling exercise. Subject characteristics are provided in Table 1. The study groups were matched for age (all were male) and trained participants had significantly higher cardiorespiratory fitness (VO_2_ max), compared to the sedentary group, as per the study design. The sedentary group tended to have greater total fat mass and weight compared to the trained group. In contrast, trained and sedentary groups had comparable skeletal muscle index (SMI), and total leg lean mass.

Physiological characteristics measured during the acute exercise bout are presented in Table 2. While steady state VO_2_ and power output were significantly higher in the trained group, the participants performed the exercise bout at a similar relative intensity (% heart rate reserve (HRR) and % VO_2_ max). Additionally, the average respiratory quotient (RQ), an index of substrate metabolic utilization, was similar among the groups.

**TABLE 2:** Physiological data captured during acute exercise bout.

	**Trained (*n* = 5)**	**Sedentary (*n* = 5)**	T-test*
AVG HR (bpm)	119.6 ± 6.8	109.2 ± 7.8	0.347
%HRR (%)	68.8 ± 3.5	60.0 ± 7.2	0.189
SS VO_2_ (ml/kgBW/min)	22.1 ± 1.2	13.1 ± 1.3	< 0.001
SS %VO_2_ max (%)	63.9 ± 4.0	60.1 ± 3.9	0.605
AVG Power Output (Watts)	105.3 ± 5.6	45.8 ± 4.5	< 0.001
AVG RQ (VCO_2_ / VO_2_)	0.87 ± 0.01	0.85 ± 0.01	0.297

Data were recorded during the final 10 minutes of the exercise bout. Values are expressed as mean +/− SEM or mean percentage +/− SEM. *Unpaired *t* test; AVG, average; HR, heart rate; HRR, HR reserve = [maximum HR − resting HR]; SS VO_2_, VO_2_ during steady state exercise; RQ, respiratory quotient.

### Characterization of Exosome-Enriched Preparations

We sought to validate our methodology for the isolation and enrichment of exosomes and for RNA extraction from the exosome-enriched preparations. Exosome-enriched preparations were isolated from blood plasma samples obtained from study participants, as described in the Materials and Methods. Analysis of exosome-enriched preparations using nanoparticle tracking analysis (NTA) allowed us to obtain the size distribution of EVs and an estimate of particle concentration with high resolution (Dragovic et al., 2011). Size distribution ranged from 68 to 105 nm, with a mean size of 85.1 nm (Figures 1A,B), which falls into the size range of exosomes (Jayaseelan, 2019), suggesting that the highly purified EVs contained mostly exosomes. Exosome concentrations in our preparations ranged from 5 × 10^8^ to 1 × 10^9^ particles/ml. We next examined RNA composition in the exosome-enriched preparations. Characterization of the RNA from exosome-enriched preparations by Bioanalyzer analysis revealed that the majority of RNA species (60–80%) were approximately 22 nt in size (Figures 1C,D). Those small RNA preparations were not degraded by DNase. However, they were completely degraded by RNase treatment (Figures 1C,D), thus demonstrating the integrity of small RNAs present in the exosome-enriched preparations.

**FIGURE 1:**
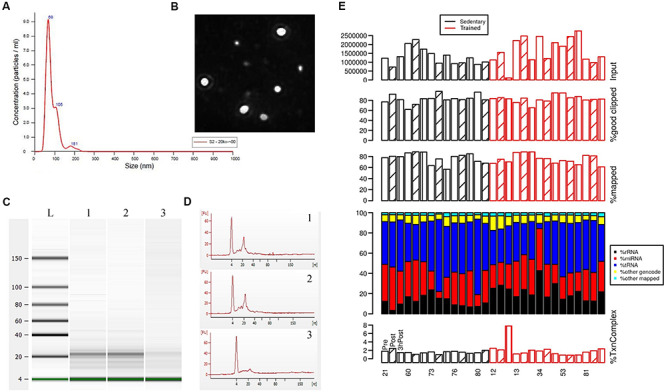
Characterization of exosome-enriched preparations isolated from plasma and analysis of their small RNA contents. **(A)** Analysis of EV size distribution and concentration in exosome-enriched preparations using a NanoSight NS300 instrument. **(B)** Representative image from the NanoSight instrument showing optimal light scatter from plasma-derived nanovesicles. **(C,D)** Bioanalyzer traces of the small RNAs extracted from exosome-enriched preparations following incubation with DNase or RNase. Lane 1, Control (non-treated); lane 2, DNase-treated; lane 3, RNase-treated. **(E)** Sequencing analysis of the small RNAs extracted from exosome-enriched preparations. Blood was drawn from each study participant at 3 time points: before exercise (Pre; open bars), immediately after exercise (Post; diagonal line bars), and 3 h after exercise (3 hPost; vertical line bars). Participants comprised groups of older trained and sedentary adults, as indicated. Shown at the top are the total number of reads, the percentage of mappable reads after adapter clipping, and the percentage of reads mapping to the human genome/transcriptome. Stacked-bar plots represent the percentage of mapped reads assigned to miRNA, rRNA, tRNA, other gencode transcripts (which are not miRNA, rRNA or tRNA), and other mapped sequences (mapped to the genome, but not to the four transcript types mentioned above). The different RNA species are color-coded. Shown at the bottom is the percentage of transcriptome complexity, defined as the ratio of the number of unique transcript sequences to the total number of transcript sequences.

### Characterization of Small RNAs Isolated From Exosome-Enriched Preparations

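Small RNA was sequenced from exosome-enriched plasma preparations of 10 subjects, 5 trained and 5 sedentary, with blood drawn before 40 min of cycling (Pre), straight after it (Post) and 3 h later (3hPost). The deposited table holds raw read counts for 783 miRNA entries in 29 libraries. There were 5 libraries per group and time point, apart from 4 for the sedentary group at 3hPost. Among the entries, 11 join miRNAs that share reads. The authors sequenced the libraries on a MiSeq and made the counts with the exceRpt pipeline, which trimmed adapters, removed low-quality and homopolymer reads, set aside vector and rRNA sequence, and aligned the rest with STAR 2.4.2a to hg38, assigning miRNAs of miRBase 21 before other annotations. Total miRNA counts ran from 70732 to 380589 in sedentary Pre libraries (median 197750), from 46657 to 591306 in sedentary Post (median 204032) and from 136299 to 420087 in sedentary 3hPost (median 297015). In the trained group they ran from 147679 to 632378 at Pre (median 289317), from 183349 to 636119 at Post (median 234853) and from 16097 to 300682 at 3hPost (median 230249). A single read therefore stood for 62.1 CPM (counts scaled by library size) in the smallest library and for 1.57 CPM in the largest. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test in 1 model of all libraries with 6 groups of training status and time. Of the entries, 244 passed edgeR's filter on low counts (filterByExpr, minimum count 10, minimum total 15) and were tested. A miRNA was called at a log2 fold change of at least 1 in either direction and an unadjusted p of at most 0.05, the paper's thresholds, and p adjusted by Benjamini-Hochberg over all tested miRNAs is given as the adjusted p. For a miRNA below the filter, the fold change and p come from the same model without it. Levels are TMM-scaled CPM, given as mean ± SD over libraries. Libraries with the same replicate number come from the same subject (1 to 5 sedentary, 6 to 10 trained), and some values from a fit with the subject as a block are given beside those of the main fit. The main fit does not use this pairing, so it can miss changes between times that the block finds. Genome positions are those of the hairpin on hg38 in GENCODE 44, a later annotation than the GENCODE 24 of the methods. Lists of miRNAs by tissue, cell type or genomic cluster were fixed before the data were examined and tested as sets with camera.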

We performed sequencing of the small RNA libraries to characterize the circulating exosomal miRNAs from older trained and sedentary subjects and study their dynamic regulation following exercise. In our sequencing data, the percentage of mappable reads after adapter clipping ranged from 60 to over 90%. About 70–90% of total reads were mapped to the human genome and the transcriptome complexity was homogeneous across all samples. The QC of the sequencing data did not show bias towards either a group (trained vs. sedentary) or a time point. 

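Trained Post libraries held the most miRNAs with at least 1 count, 409 ± 55.1 (SD, n = 5), and trained 3hPost libraries the fewest, 323 ± 73.9 (SD, n = 5). Sedentary libraries held 357 ± 66.5 at Pre (SD, n = 5), 383 ± 97.4 at Post (SD, n = 5) and 394 ± 69.9 at 3hPost (SD, n = 4), and trained Pre libraries held 382 ± 64.4 (SD, n = 5). At an equal depth, that of the smallest library, the expected numbers lay between 191 ± 19.7 in trained Pre and 214 ± 34.2 in sedentary Post. The totals of 2 libraries, sedentary Post replicate 3 and trained 3hPost replicate 6, were below 0.25 of the median of all libraries. The first principal component of the log2 CPM values held 43.4% of the variance, and 87.1% of its variance lay between subjects.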

Overall, our small RNA sequencing data (Figure 1E) passed the raw read data QC when compared with the ERC Consortium QC standards for small RNA-seq data (see^2^).

Using mapped sequence read counts, we quantified the RNA contents of exosome-enriched preparations. As illustrated in Figure 1E, exosome-enriched preparations isolated from plasma contained a very diverse RNA ‘cargo’. As expected from previous research (Li et al., 2014; Perez-Boza et al., 2018), a large proportion of miRNAs, tRNAs, and rRNAs were detected, as well as a small fraction of other gencode transcripts including snRNAs, snoRNAs, miscRNAs, protein coding mRNAs, and lncRNAs. MicroRNAs were among the topmost abundant RNA species, accounting for 28.69 ± 8.76% of all mappable reads for all samples (all subjects and all time points). 

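Each library held 374 ± 71.6 miRNAs with at least 1 count (SD, n = 29), between 202 and 524, with a standard error of 13.3. The number of miRNAs seen depended on depth, and 202 ± 21.9 (SD, n = 29) were expected per library when all were brought to the depth of the smallest. With at least 2 counts the mean was 305 and with at least 5 counts it was 232. Without the 2 libraries of low depth it was 384 ± 62.1 (SD, n = 27).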

At the current read depth, 371 ± 71 miRNAs were detected. The five most common miRNAs (miR-99a-5p, miR-129-5p, miR-128-3p, let-7b-5p, miR-423-5p) collectively accounted for approximately 50% of all mappable miRNA sequences of all samples together. 

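miR-99a-5p was the most abundant miRNA, with 16.6% of all miRNA counts summed over libraries and 17.2 ± 5.02% per library (SD, n = 29). Next came miR-129-5p with 13.8% (15.8 ± 6.90% per library), miR-128-3p with 8.41% (7.88 ± 3.49%), let-7b-5p with 6.24% (6.22 ± 3.94%) and miR-423-5p with 4.90% (5.35 ± 3.01%). miR-128-3p and miR-129-5p are known as brain-enriched miRNAs, and let-7b-5p belongs to the let-7 family of regulators of differentiation. Together these 5 held 49.95% of 7908953 counts, or 52.5 ± 8.78% per library (SD, n = 29), between 35.1% and 64.9%. They were followed by miR-9-3p with 4.55%, miR-100-5p with 3.39%, let-7i-5p with 2.18%, miR-760 with 2.07% and miR-22-3p with 2.00%. MIR99A lies on chromosome 21 from 16539089 to 16539169 in an intron of the noncoding gene MIR99AHG, and MIR423 on chromosome 17 from 30117079 to 30117172 within NSRP1. miR-128-3p can come from MIR128-1 in an intron of R3HDM1 (chromosome 2, 135665397 to 135665478) or from MIR128-2 in an intron of ARPP21 (chromosome 3, 35744476 to 35744559). By list, 28 brain-enriched miRNAs held 30.8% of the counts, 9 let-7 family members 9.39%, 47 miRNAs of the imprinted 14q32 cluster 5.32% and 9 platelet miRNAs 4.68%. Red blood cell miRNAs held 2.08%, lymphocyte miRNAs 2.05%, muscle-enriched miRNAs 1.37%, myeloid cell miRNAs 0.417%, the miR-17-92 cluster 0.306% and liver-enriched miRNAs 0.166%.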

One of the most abundant miRNAs in red blood cells, miR-16 (Kirschner et al., 2011), was hardly detectable amongst all samples (about 2.63%), thus corroborating the lack of hemolysis during sample preparation. 

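miR-16-5p held 2017 of the counts, a share of 0.0255% summed over libraries and 0.0212 ± 0.0185% per library (SD, n = 29), and ranked 107 among all miRNAs. Other miRNAs that are abundant in red blood cells were present at higher shares. miR-486-5p held 1.33%, miR-92a-3p 0.299% and miR-451a, which is needed for red cell maturation, 0.254%. miR-16-5p can come from MIR16-1 on chromosome 13 (50048973 to 50049061, in an intron of DLEU2) or from MIR16-2 on chromosome 3 (160404745 to 160404825, in an intron of SMC4). The log2 ratio of miR-451a to miR-23a-3p, a measure of hemolysis in plasma and serum, was 0.41 ± 2.07 in trained and -0.33 ± 1.24 in sedentary Pre libraries (SD, n = 5 each, 1 count added to both). In the trained group at Post it was 0.29 ± 1.23 (SD, n = 5), a difference from Pre of -0.12 (exact permutation test, 2-sided, p = 0.905, higher at Post in 2 of 5 subjects). That difference was 0.29 without replicate 7 and 0.065 without replicate 8. In the sedentary group the difference was 2.01, with higher values at Post in 5 of 5 subjects (exact permutation test, p = 0.103), and 1.27 without replicate 1.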

Altogether, our characterization of RNA content in exosome-enriched preparations is in agreement with previous reports (Li et al., 2014; Yeri et al., 2017) and supports the validity of our experimental approach for analyzing miRNAs in exosomes.

### Older Trained and Sedentary Subjects Show Different Circulating ExomiR Profiles at Baseline

To assess similarities and differences in circulating exomiR profiles in the trained and sedentary groups, we employed a hierarchical clustering method comparing circulating exomiR profiles at baseline (Pre), immediately after acute exercise (Post), and 3 h after acute exercise (3hPost). We initially identified the miRNA species that were differentially expressed (i) at Pre between groups, (ii) between time points (Post vs. Pre, 3hPost vs. Pre, and 3hPost vs. Post) within each group. We then applied hierarchical clustering to these thirty-two differentially expressed miRNAs. As shown in Figure 2A, miRNA clusters in trained vs. sedentary subjects differed dramatically at baseline. For instance, miR-486-5p and miR-215-5p showed higher levels of basal expression in trained individuals than in the sedentary.

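At rest, red blood cell miRNAs leaned towards higher values in trained subjects, with 10 of 12 members above 0 and a median log2 difference of 0.30. All 9 let-7 family members lay above 0, with a median of 0.14. Of 23 brain-enriched miRNAs, 8 lay above 0, and of 22 miRNAs of the 14q32 cluster, 13. No list passed the set test, with an adjusted p from limma's camera of 0.120 for the red blood cell, 0.270 for the let-7, 0.268 for the brain-enriched and 0.356 for the 14q32 list. Across the 244 tested miRNAs, training status held 5.86% of the squared distance between the Pre profiles, where chance gives 11.1% (exact permutation test, p = 0.897). With each replicate left out in turn that share ran from 5.23% to 12.6%, the highest without replicate 7, and chance gives more with fewer libraries. In average-linkage clustering of the same libraries, with each miRNA scaled to unit variance, the smaller main branch held 5 libraries, 2 of them trained, and for 2 of 10 libraries the nearest profile was of the same group. With the 28 miRNAs that the paper names alone, the smaller branch held 1 sedentary library, the nearest profile was of the same group for 1 of 10 libraries, and status held 10.2% of the squared distance (exact permutation test, p = 0.548). Since these 28 were chosen on the same samples, that value is not independent evidence. The red blood cell list passed without replicate 2 (adjusted p = 0.0252 by limma's camera), 6 (0.0317), 8 (0.0149) or 10 (0.0386), and the let-7 list without replicate 3 (0.0436). With an estimated correlation the adjusted p was 0.876 for both lists.

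**Figure D1:**
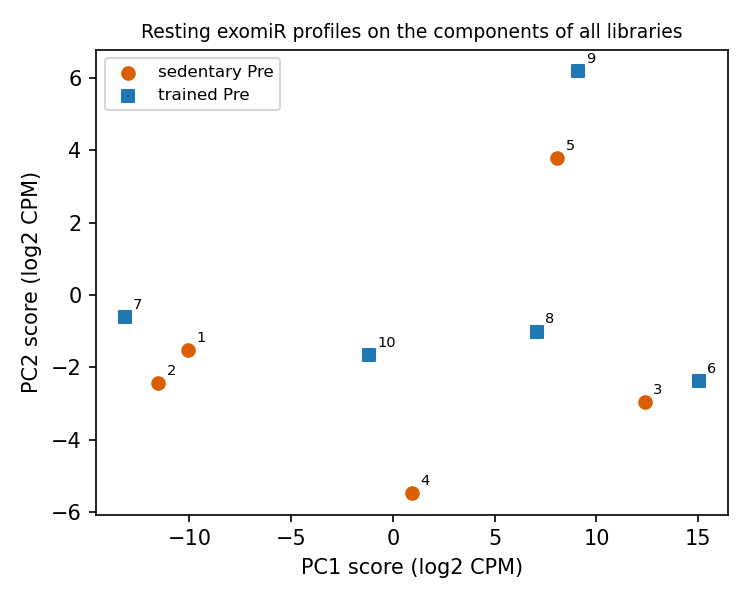
Scores of the 10 Pre libraries on the first and second principal components of log2 CPM over all libraries, with squares for trained and circles for sedentary subjects, numbered by replicate. Both groups spread along the first component, which holds 43.4% of the variance.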

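miR-486-5p, which is abundant in muscle and in red blood cells, stood at 26077 ± 42393 CPM in trained and at 4807 ± 3456 CPM in sedentary subjects at rest (SD, n = 5 each). The log2 difference was 2.25 with a standard error of 1.15 (adjusted p = 0.998 in edgeR), and the miRNA was called by DESeq2 but not in edgeR's main fit, while edgeR with no filter or on the 2 groups alone called it. Without trained replicate 9 the log2 difference was 0.63. An exact permutation test on log2 values gave p = 0.413. MIR486-1 lies on chromosome 8 from 41660441 to 41660508 in an intron of ANK1, the ankyrin gene of the red cell membrane, with MIR486-2 on the opposite strand. miR-215-5p, a miRNA of the intestine and liver, stood at 18.6 ± 12.5 CPM in trained and 1.45 ± 2.04 CPM in sedentary subjects (SD, n = 5 each). It had 25 counts in the trained and 3 in the sedentary group, a ratio of 5.92 with a 95% interval of 1.81 to 30.6 that covers counting error only. Its range in trained subjects did not overlap that in sedentary subjects. The lowest trained value was 4.60 CPM (replicate 9) and the highest sedentary value 4.29 CPM (replicate 2). At so few reads this separation depends on library depth. An exact permutation test on log2 values with 1 CPM added gave p = 0.00794, the smallest that 5 against 5 allow. Adjusted over the paper's 32 named differences, the p of this test was 0.254. MIR215 lies on chromosome 1 from 220117853 to 220117962, and no other gene on the same strand spans it. The filter on low counts removed miR-215-5p, and without the filter edgeR called it with a log2 difference of 2.81 (standard error 1.15, adjusted p = 0.849).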

**FIGURE 2:**
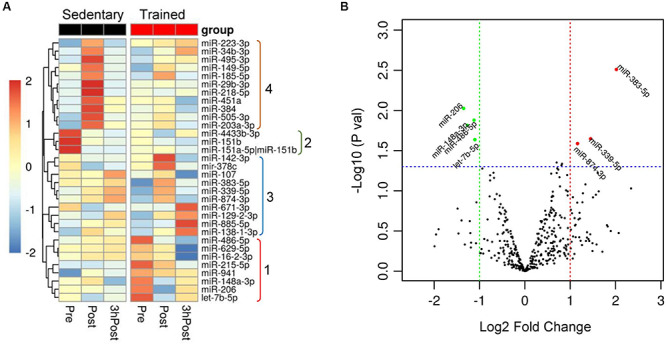
Differential expression of circulating exomiRs at baseline in the trained and sedentary groups. **(A)** Heat map with dendrogram illustrating clustering results for the 32 exomiRs identified as differentially expressed when comparing miRNA expression changes between groups (sedentary vs. trained) at baseline (Pre) and between time points (Post vs. Pre and 3hPost vs. Pre) within each group. Hierarchical clustering was applied using the average linkage method and Euclidean distance. Values signify the log2-transformed cpm (counts per million reads of the library size) normalized within each row such that the mean is zero and the standard deviation is one. Colors represent the level of miRNA expression; red: high expression; green: low expression. Groups numbered from 1 to 4 on the right highlight exomiRs that were differentially expressed at baseline (1 and 2) and at Post (4) between sedentary and trained subjects, and those differentially expressed at either Post or 3 hPost relative to Pre in trained subjects (3). **(B)** Differential expression of circulating exomiRs in the trained relative to sedentary group at baseline (Pre). The *p*-value in log10 scale of each miRNA is plotted against its fold change in log2 scale and each circle denotes a miRNA. The miRNAs with *p*-values ≤ 0.05 and log2 (fold change) ≥ 1 in either direction is represented by either red circles (upregulated) or green circles (downregulated). Three circulating exomiRs were upregulated and one was downregulated in the trained compared to sedentary group.

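miR-30a-3p, a passenger strand of the miR-30 family, was at 257 ± 241 CPM in trained and 111 ± 51.2 CPM in sedentary subjects at rest (SD, n = 5 each). It was the only miRNA of 244 that edgeR called higher in trained subjects, with a log2 difference of 1.12, a standard error of 0.51 and an adjusted p of 0.998, and 0 were lower. MIR30A lies on chromosome 6 from 71403551 to 71403621 in an intron of LINC00472. The call was lost without replicate 1, 2, 4, 6 or 8. An unadjusted p of at most 0.05 was reached by 1 miRNA, where chance gives 12.2, and an adjusted p under 0.05 by 0 in edgeR and 0 in DESeq2. DESeq2 called 3 miRNAs higher (miR-30a-3p, miR-486-5p and miR-1296-5p) and 0 lower. With no filter on low counts edgeR called 26 miRNAs, 3 of them with an adjusted p under 0.05. With the filter and each replicate left out in turn, it called from 0 (without replicate 1) to 11 (without replicate 7). In these fits 0 had an adjusted p under 0.05.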

Comparison of the circulating exomiR profiles in trained and sedentary subjects at baseline revealed that four miRNA species were differentially expressed in the trained group (Figure 2B). Of those, three miRNAs (miR-486-5p, miR-215-5p, and miR-941) were upregulated, and one (miR-151b) was downregulated. 

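miR-941, whose hairpin genes lie side by side within DNAJC5 on chromosome 20 from 63919449 to 63919939, stood at 34.5 ± 43.9 CPM in trained and 6.54 ± 4.74 CPM in sedentary subjects at rest (SD, n = 5 each). It rested on 32 counts in the trained and 6 in the sedentary group. The log2 difference was 2.46 with a standard error of 0.99 (exact permutation test on log2 values, p = 0.563). It was called by edgeR with no filter on low counts, though not without replicate 6 or 9. miR-151b stood at 3.44 ± 4.76 CPM in trained and 30.6 ± 58.4 CPM in sedentary subjects (SD, n = 5 each). Its log2 difference was -2.82 with a standard error of 1.05 in edgeR's fit with no filter, where it was called. Of the 4 miRNAs that the paper names, miR-486-5p alone passed the filter on low counts.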

Differential expression of muscle-enriched miR-486-5p was consistent with various studies reporting significant changes in miR-486-5p levels following exercise (Aoi et al., 2013; Denham and Prestes, 2016; D’Souza et al., 2017, 2018; Barber et al., 2019). Overall, these distinct patterns of miRNA expression indicate that regular exercise may be associated with significant and durable expression changes in resting plasma exomiRs.

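Of the muscle-enriched miRNAs, 4 could be tested at rest. miR-486-5p and miR-206 lay higher in trained subjects, miR-133a-3p had a log2 difference of -0.51 and miR-499a-5p of -0.30, and the list's median was 0.24 (limma's camera, adjusted p = 0.703). Members above 0 numbered 3 of 8 for platelet, 3 of 7 for myeloid cell, 2 of 4 for lymphocyte and 0 of 3 for liver-enriched miRNAs, with adjusted p values of 0.800, 0.850, 0.697 and 0.697. Of the miR-17-92 cluster only 2 members passed the filter, too few to test. In none of these lists was a member called by edgeR, also when adjusted over the list alone. After exercise, training status held 5.24% of the squared distance between profiles at Post (exact permutation test, p = 0.944) and 11.1% at 3hPost (exact permutation test, p = 0.405). With each replicate left out in turn, these shares ran from 4.83% to 8.94% at Post and from 8.35% to 21.6% at 3hPost. From the miRNAs that differ between the groups at baseline, the paper proposes that regular exercise goes along with lasting changes in resting plasma exomiRs.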

### Acute Exercise Regulates Distinct Circulating ExomiRs in Trained and Sedentary Subjects

In order to identify acute exercise-regulated miRNAs, we next compared post-exercise profiles (either Post or 3hPost) with the resting profile (Pre) within each group. In the trained group, we identified seven differentially regulated miRNAs at Post relative to Pre (Figures 2A, 3A). 

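miR-383-5p, a brain-enriched miRNA, was higher at Post than at Pre in the trained group, and miR-206, which is specific to skeletal muscle, was lower. miR-30a-3p was lower too, at 117 ± 45.0 CPM at Post (SD, n = 5), with a log2 fold change of -1.15 and a standard error of 0.51, and it was not called with the subject as a block, at -0.89. Among platelet miRNAs 7 of 8 and among myeloid cell miRNAs 7 of 7 lay above 0, with medians of 0.47 and 0.21, and of red blood cell miRNAs 2 of 12, with a median of -0.37. Of the let-7 family 3 of 9 lay above 0 (median -0.35). None of these lists passed the test, with an adjusted p from limma's camera of 0.307, 0.268, 0.270 and 0.0898, nor did the muscle-enriched (0.571), brain-enriched (0.268), lymphocyte (0.699), liver-enriched (0.754) and 14q32 (0.560) lists. The let-7 list passed without replicate 7 (adjusted p = 0.0369 by limma's camera), and with an estimated correlation its adjusted p was 0.876. Of 244 miRNAs edgeR called 1 higher and 2 lower, 4 had an unadjusted p of at most 0.05, and 0 had an adjusted p under 0.05. Chance would give 12.2 at the unadjusted p if libraries were independent. Libraries of the same subject resemble each other, so this fit without the block can give fewer. DESeq2 called 1 higher and 4 lower, 0 of them with an adjusted p under 0.05. With the subject as a block, edgeR called 6 higher and 3 lower, and 0 passed the adjusted threshold against 13 at an unadjusted p of at most 0.05. Without replicate 6 or without replicate 8 the number called fell to 0, and without replicate 9 it was 10.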

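miR-383-5p rose from 26.1 ± 27.9 CPM at Pre to 79.9 ± 27.0 CPM at Post (SD, n = 5 each) and was higher in 5 of 5 subjects. Its log2 fold change was 1.55 with a standard error of 0.71 (exact permutation test on log2 values, p = 0.0238). Here and below, exact permutation tests of single miRNAs between times did not use the pairing by subject. A paired exact permutation test on 5 subjects cannot give a p under 0.0625. MIR383 lies on chromosome 8 from 14853438 to 14853510 in an intron of SGCZ, the gene of zeta-sarcoglycan. miR-206 fell from 497 ± 367 to 184 ± 144 CPM (SD, n = 5 each) and was higher at Post in 0 of 5 subjects, with a log2 fold change of -1.53 and a standard error of 0.64 (exact permutation test, p = 0.111). MIR206 lies on chromosome 6 from 52144349 to 52144434. miR-339-5p went from 37.4 ± 33.5 to 94.4 ± 65.4 CPM (SD, n = 5 each) and was higher at Post in 5 of 5 subjects, and miR-874-3p from 198 ± 152 to 406 ± 190 CPM in 4 of 5. miR-148a-3p stood at 37006 ± 31893 CPM at Pre and 12492 ± 10273 CPM at Post (SD, n = 5 each), and let-7b-5p at 122850 ± 102846 CPM and 50714 ± 39164 CPM, and they were higher at Post in 2 of 5 and 1 of 5 subjects. These 4 were not called, with log2 fold changes of 1.27, 1.01, -1.68 and -1.35. They were called with the subject as a block, where the log2 fold changes were 1.50, 1.22, -1.45 and -1.19, with adjusted p values in edgeR of 0.508 for miR-339-5p and 0.617 for the others. DESeq2 called miR-148a-3p and let-7b-5p without the block. Leaving out replicate 6, 7, 8 or 9 ended the call of miR-383-5p, with the lowest log2 fold change, 1.17, without replicate 6. Leaving out replicate 6 or 8 ended that of miR-206, with log2 fold changes of -1.34 and -1.05. The adjusted p in edgeR was 0.982 for each of the 6 miRNAs.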

Among those, three miRNAs were upregulated (miR-383-5p, miR-339-5p, and miR-874-3p) and four were downregulated (miR-206, miR-486-5p, miR-148a-3p, and let-7b-5p). 

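At 3hPost the trained group had more miR-138-1-3p, miR-129-2-3p and miR-138-2-3p, all brain-enriched, and less miR-486-5p and miR-629-5p than at Pre. miR-138-1-3p went from 27.3 ± 16.3 to 86.2 ± 63.3 CPM (SD, n = 5 each) and was higher in 5 of 5 subjects, with a log2 fold change of 1.68 and a standard error of 0.61 (exact permutation test on log2 values, p = 0.0635). miR-129-2-3p had a log2 fold change of 1.69 (standard error 0.79) and was higher in 5 of 5 subjects, and miR-138-2-3p of 1.26 (standard error 0.58) in 4 of 5. At 3hPost replicate 6, the smallest library, held miR-138-1-3p and miR-129-2-3p at 59.3 CPM, which is 1 count there. At Pre that subject held them at 14.5 and 50.7 CPM, so its rises are not secure. Leaving out replicate 8 or 10 ended the call of all 3, as did replicate 9 for miR-129-2-3p and miR-138-2-3p and replicate 7 for miR-129-2-3p. miR-629-5p, which lies in an intron of TLE3 (chromosome 15, 70079372 to 70079468), went from 304 ± 491 to 52.7 ± 45.4 CPM (SD, n = 5 each), a log2 fold change of -2.74 (standard error 1.00), and -1.16 without replicate 9, where it was not called. All of these had an adjusted p of 0.991 in edgeR. Red blood cell miRNAs fell as a list, with 2 of 12 members above 0, a median log2 fold change of -0.81 and an adjusted p of 0.00252 by limma's camera (adjusted p = 0.876 with an estimated correlation, 0.198 with no filter on low counts, and 0.223 without replicate 9). Among its members, miR-144-3p had a log2 fold change of -2.36 (-2.51 with the block, where it was called), miR-451a of -1.89 and miR-16-2-3p of -1.85. Of 23 brain-enriched miRNAs 17 lay above 0 (median 0.24, adjusted p = 0.0537 by limma's camera, and 0.876 with an estimated correlation). That list passed with no filter (0.0398), without the libraries of low depth (0.0393) and without replicate 1, 2, 3, 4, 5 or 10 (0.0252 to 0.0328). The other lists had adjusted p values of 0.697 (muscle-enriched), 0.850 (platelet), 0.703 (myeloid cell), 0.727 (lymphocyte), 0.917 (liver-enriched), 0.729 (let-7) and 0.703 (14q32).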

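The remaining miRNAs of the paper's 3hPost list were not called by edgeR without the block. Log2 fold changes were 1.42 for miR-34b-3p, 0.79 for miR-671-3p, 0.92 for miR-885-5p and -1.85 for miR-16-2-3p, with an adjusted p of 0.991 for each in edgeR. Of these DESeq2 called miR-16-2-3p without the block, as did edgeR with no filter. In edgeR the block added calls of miR-34b-3p at 1.74, miR-671-3p at 1.25 and miR-16-2-3p at -2.11, while miR-486-5p, at -1.25, was not called with it, though DESeq2 with the block called it. miR-16-2-3p stood at 71.6 ± 71.2 CPM at Pre and 13.9 ± 22.3 at 3hPost (SD, n = 5 each) and was higher at 3hPost in 0 of 5 subjects (exact permutation test on log2 values, p = 0.0556). For replicate 6 this set 14.5 CPM at Pre against 0 at 3hPost in the smallest library, where so low a level can be missed. miR-885-5p stood at 104 ± 64.1 and 189 ± 37.3 CPM (SD, n = 5 each; exact permutation test, p = 0.0476). edgeR called 3 miRNAs higher and 2 lower, 7 had an unadjusted p of at most 0.05 and 0 an adjusted p under 0.05, while DESeq2 called 3 higher and 5 lower with 0 adjusted. The block gave 5 higher and 3 lower, 0 of them with an adjusted p under 0.05. Without replicate 8 the number called was 2, and miR-671-3p, at -0.080, changed sign without replicate 9.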

At 3hPost, eight exomiRs were differentially regulated (Figures 2A, 3B), five of which were upregulated (miR-34b-3p, miR-129-2-3p, miR-138-1-3p, miR-671-3p, and miR-885-5p), and three downregulated (miR-486-5p, miR-629-5p, and miR-16-2-3p). Remarkably, miR-486-5p was the only miRNA species to be shared by both post-exercise signatures. 

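No miRNA was called at both Post and 3hPost in the trained group by edgeR or DESeq2 on the filtered miRNAs, with or without the subject as a block. With no filter edgeR called 4 higher at both times, miR-217, miR-338-5p, miR-3613-3p and miR-6516-3p, and DESeq2 with the block on the 2 groups alone and no filter called 1, miR-486-5p, lower at both. Without replicate 7, 9 or 10 edgeR's main fit called 1 at both times, miR-148b-3p, lower at both. At Post edgeR called miR-383-5p, miR-206 and miR-30a-3p, and at 3hPost it called miR-486-5p, miR-629-5p, miR-129-2-3p, miR-138-1-3p and miR-138-2-3p. Both comparisons use the same Pre libraries, which alone links them. Across the 244 miRNAs, which are not independent replicates, the fold changes at Post and at 3hPost had r = 0.427, where 100 simulations of unchanged groups with shared Pre libraries gave a mean of 0.458. With the Pre libraries split so that each comparison had its own, r was -0.179, and 0.65 miRNAs were shared on average over 20 splits. Each subject has 1 Pre library, so these splits set the comparisons against Pre libraries of different subjects. Differences between subjects alone can then lower r and the number shared, so the splits cannot decide whether miRNAs are shared.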

The levels of miR-486-5p in the trained group were significantly decreased at both Post and 3hPost, whereas at baseline miR-486-5p expression was higher than in the untrained (Figure 2B).

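In the trained group miR-486-5p stood at 24337 ± 50433 CPM at Post and at 3014 ± 1480 CPM at 3hPost (SD, n = 5 each). The log2 fold change from Pre was -0.20 at Post (standard error 1.10) and -2.99 at 3hPost (standard error 1.18), where it was called. Exact permutation tests on log2 values gave p = 0.516 at Post and p = 0.238 at 3hPost. At Post 2 of 5 subjects and at 3hPost 1 of 5 subjects had more miR-486-5p than at Pre. In edgeR's fit with the subject as a block the log2 fold change at Post was -1.14, and neither time was called, while DESeq2 with the block called it at 3hPost. Trained replicate 9 had the highest level of all libraries at both Pre and Post. Without it, the log2 fold change was -2.11 at Post, where it was then called, and -1.64 at 3hPost, where it was not. In the sedentary group miR-486-5p stood at 7856 ± 10600 CPM at Post (SD, n = 5) and 7475 ± 7779 CPM at 3hPost (SD, n = 4). The difference between the groups in the change from Pre was -3.65 at 3hPost (standard error 1.63, adjusted p = 0.999 in edgeR) and -0.97 at Post (adjusted p = 0.973). The former met the thresholds for a call, for a miRNA chosen on the same libraries for its change in the trained group. In edgeR it did not with the block, at -1.85, without the libraries of low depth, or without replicate 3 or 9, at -3.01 and -2.28, while DESeq2 called it with and without the block.

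**Figure D2:**
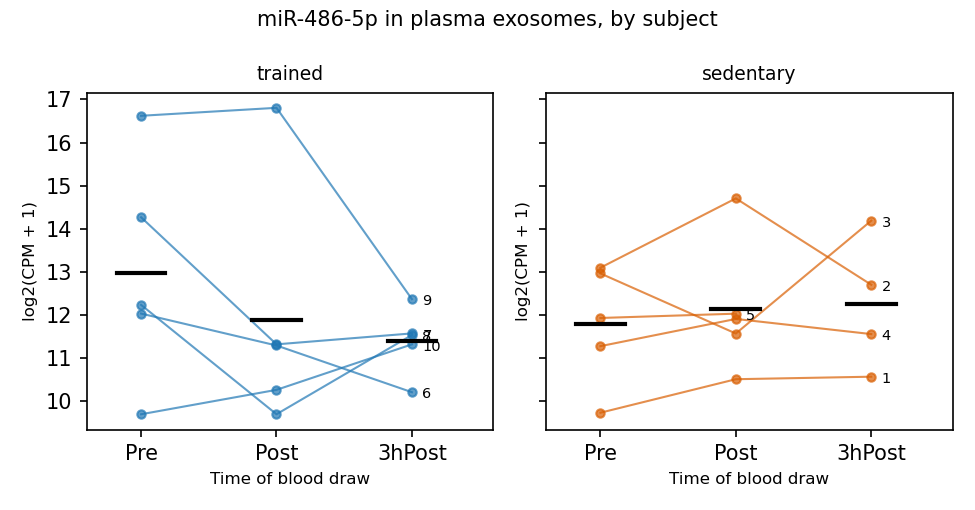
miR-486-5p as log2(CPM + 1) at Pre, Post and 3hPost in trained subjects (left) and sedentary subjects (right), with a line per subject numbered by replicate and a bar for the mean. Trained replicate 9 lies above the others at Pre and Post, at 16.8 at Post, where the next subject is at 11.3.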

**FIGURE 3:**
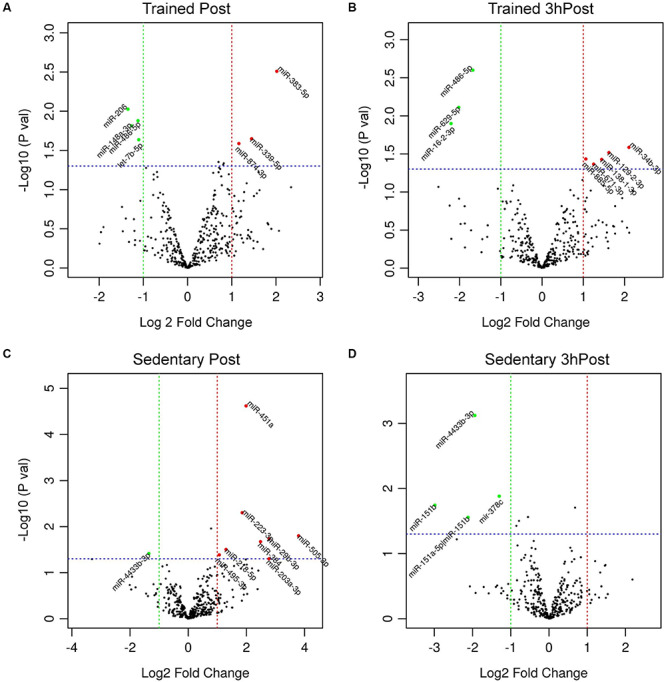
Differential regulation of circulating exomiRs following acute exercise in the trained and sedentary groups. **(A)** Differentially regulated circulating exomiRs immediately after acute exercise and 3 h post-exercise **(B)** compared to baseline (Pre) in trained group. **(C)** Differentially regulated circulating exomiRs immediately after exercise and 3 h post-exercise **(D)** compared to baseline in sedentary group. The *p*-value in log10 scale of each miRNA is plotted against its fold change in log2 scale and each circle symbolizes a miRNA. The miRNAs with *p*-values ≤ 0.05 and log2 (fold change) ≥ 1 in either direction are represented by either red circles (upregulated) or green circles (downregulated). In **(A)** three miRNAs were upregulated and four were downregulated. In **(B)** five miRNAs were upregulated and three were downregulated. In **(C)** eight miRNAs were upregulated and one was downregulated. In **(D)** all four miRNAs were downregulated.

Comparison of the Post and Pre exomiR profiles in the sedentary group identified nine differentially regulated exomiRs (Figures 2A, 3C). 

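Straight after exercise the sedentary group had more of 16 miRNAs and less of 0 in edgeR's test. Among those higher were miR-451a and miR-185-5p of the red blood cell list, miR-223-3p and miR-191-5p of the platelet list, miR-218-5p, miR-495-3p and miR-138-1-3p of the brain-enriched list, miR-543 of the 14q32 cluster, and let-7g-5p. miR-191-5p stood at 495 ± 186 CPM at Pre and 1567 ± 2328 CPM at Post (SD, n = 5 each), with a log2 fold change of 1.56, and miR-140-3p, in an intron of WWP2 (chromosome 16, 69933081 to 69933180), had one of 1.30. miR-30b-5p had a log2 fold change of 2.35, miR-185-5p of 1.72, miR-543 of 1.10, let-7g-5p of 1.13 and miR-138-1-3p of 1.26. With the block in edgeR the calls of miR-140-3p (0.98), miR-191-5p (0.89), miR-185-5p (1.04), miR-543 (0.71), let-7g-5p (0.78) and miR-138-1-3p (1.11) were lost, and DESeq2 with the block kept that of miR-140-3p. The log2 ratio of miR-451a to miR-23a-3p was 1.68 ± 2.02 at Post (SD, n = 5), a difference from Pre of 2.01 (exact permutation test, p = 0.103), and it was higher in 5 of 5 subjects (exact sign-flip permutation test, p = 0.0625, the smallest that 5 subjects allow). Without replicate 1 the difference in this ratio was 1.27. As a list, 10 of 12 red blood cell miRNAs lay above 0 (median 0.64, adjusted p = 0.320 by limma's camera), 7 of 8 platelet miRNAs (0.20, 0.456) and 15 of 23 brain-enriched miRNAs (0.28, 0.666). The muscle-enriched, myeloid cell, lymphocyte, liver-enriched, let-7 and 14q32 lists had adjusted p values of 0.953, 0.727, 0.823, 0.754, 0.669 and 0.819. miR-218-5p was the only member of a list with an adjusted p under 0.05 when adjusted over the list alone. An unadjusted p of at most 0.05 was reached by 17 miRNAs, where chance gives 12.2 for independent libraries, and an adjusted p under 0.05 by 0 in edgeR and 0 in DESeq2, which called 17 higher and 0 lower. Without replicate 1 edgeR called 1 miRNA, miR-223-3p, and the log2 fold change of miR-543 was -0.014.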

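miR-451a rose from 814 ± 926 CPM at Pre to 4130 ± 4390 CPM at Post (SD, n = 5 each) and was higher in 5 of 5 sedentary subjects. Its log2 fold change was 2.32 with a standard error of 0.98 (exact permutation test on log2 values, p = 0.135). MIR451A lies on chromosome 17 from 28861369 to 28861440. miR-223-3p, a miRNA of myeloid cells and platelets encoded on chromosome X from 66018870 to 66018979, rose from 24.9 ± 24.4 to 93.6 ± 56.9 CPM (SD, n = 5 each), a log2 fold change of 1.77 and a standard error of 0.76, in 5 of 5 subjects (exact permutation test, p = 0.0476). miR-218-5p, which lies in introns of SLIT2 and SLIT3, had a log2 fold change of 2.17 (standard error 0.63) and was higher in 3 of 5 subjects, and miR-495-3p of the 14q32 cluster had one of 1.43 (standard error 0.54) and was higher in 4 of 5. In edgeR the adjusted p was 0.423 for miR-218-5p and 0.506 for the other 3. The call of miR-451a, miR-218-5p and miR-495-3p was lost without replicate 1, with log2 fold changes down to 1.74, 1.13 and 0.70, and that of miR-223-3p without replicate 5. miR-384 had a log2 fold change of 2.10 and miR-4433b-3p of -2.12, and neither was called. They were called with the subject as a block, at 2.44 and -1.29. With each replicate left out in turn, the main fit gave 0.40 to 3.88 for miR-384 and -2.95 to -0.53 for miR-4433b-3p.

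**Figure D3:**
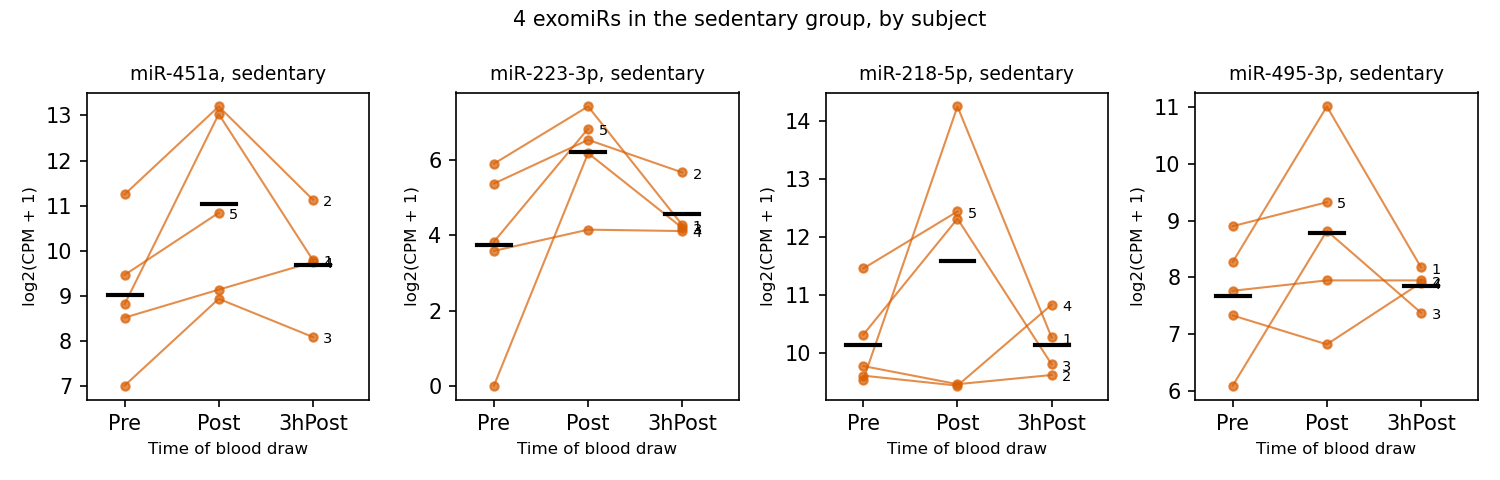
Levels of miR-451a, miR-223-3p, miR-218-5p and miR-495-3p as log2(CPM + 1) at Pre, Post and 3hPost in the sedentary group, with a line per subject numbered by replicate and a bar for the mean. miR-451a and miR-223-3p rise from Pre to Post in 5 of 5 subjects.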

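miR-505-3p, miR-29b-3p and miR-203a-3p were below the filter on low counts. miR-29b-3p stood at 4.61 ± 7.46 CPM at Pre and 44.9 ± 49.9 CPM at Post (SD, n = 5 each), from 10 and 63 counts, a log2 fold change of 2.71 and a standard error of 0.96 in edgeR's fit with no filter, where it was called. miR-203a-3p had 2 counts at Pre and 22 at Post, a ratio of 8.85 with a 95% interval of 2.17 to 77.6. That interval covers counting error only, as reads are not independent molecules. Without replicate 1 miR-29b-3p, at 1.66, and miR-505-3p, at 2.64, were not called, nor miR-203a-3p without replicate 3, at 2.36. miR-203a-3p is known from skin, where it promotes differentiation, and its hairpin lies on chromosome 14 from 104117405 to 104117514.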

Except for miR-4433b-3p, all miRNAs (miR-505-3p, miR-29b-3p, miR-203a-3p, miR-384, miR-451a, miR-223-3p, miR-218-5p, and miR-495-3p) were upregulated in response to acute exercise. By contrast, all differentially regulated exomiRs at 3hPost (miR-4433b-3p, mir-378c, miR-151b, miR-151a-5p| hsa-miR-151b) were downregulated (Figures 2A, 3D). 

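At 3hPost the sedentary group had less miR-486-3p than at Pre, at 24.0 ± 28.2 CPM at Pre (SD, n = 5) and 2.61 ± 3.41 CPM at 3hPost (SD, n = 4). Its log2 fold change was -2.68 with a standard error of 1.28 in edgeR, and without replicate 1 it was not called. The joined entry of miR-151a-5p and miR-151b went from 113 ± 226 CPM (SD, n = 5) to 4.89 ± 4.14 CPM (SD, n = 4), a log2 fold change of -4.26 with a standard error of 1.01 in edgeR's fit with no filter. Its adjusted p there was 0.0178, and 0.177 with the subject as a block, and without replicate 3 its log2 fold change was -0.74. An exact permutation test on log2 values gave p = 0.0873. miR-151b, with 23 counts at Pre and 2 at 3hPost, had a ratio of 0.0805 with a 95% interval of 0.0092 to 0.326, for counting error only. Its log2 fold change in edgeR's fit with no filter was -3.96, and -1.34 without replicate 3, where it was not called. The hairpin entry mir-378c stood at 204 ± 136 CPM at Pre (SD, n = 5) and 114 ± 81.5 CPM at 3hPost (SD, n = 4), a log2 fold change of -0.81 (exact permutation test, p = 0.690). Of the let-7 family 1 of 9 lay above 0 (median -0.26, adjusted p = 0.0537 by limma's camera, 0.876 with an estimated correlation and 0.191 with the block). That list passed without the libraries of low depth (0.0285) and without replicate 1, 2, 4, 6, 8 or 10 (0.0213 to 0.0498). The red blood cell, platelet, brain-enriched, muscle-enriched, liver-enriched, myeloid cell, lymphocyte and 14q32 lists had adjusted p values of 0.571, 0.703, 0.703, 0.953, 0.316, 0.819, 0.754 and 0.850. edgeR called 0 miRNAs higher and 1 lower, 2 had an unadjusted p of at most 0.05 and 0 an adjusted p under 0.05, and DESeq2 called 0 higher and 2 lower with 0 adjusted. With the subject as a block edgeR called 1 higher and 2 lower, among them miR-4433b-3p.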

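miR-4433b-3p stood at 179 ± 282 CPM at Pre (SD, n = 5), 43.9 ± 35.9 CPM at Post (SD, n = 5) and 41.0 ± 41.7 CPM at 3hPost (SD, n = 4) in the sedentary group. It was higher than at Pre in 1 of 5 subjects at Post and in 0 of 4 at 3hPost. The log2 fold change at 3hPost was -2.21 (exact permutation test on log2 values, p = 0.222). There it was not called, while DESeq2 called it, as did edgeR with the subject as a block, at -1.91. Without replicate 3, the log2 fold change was -0.53 at Post and -1.06 at 3hPost. MIR4433B lies on chromosome 2 from 64340747 to 64340848. The called lists of Post and 3hPost shared 0 miRNAs in edgeR and 0 in DESeq2 without the block, and 0.2 on average when each comparison had Pre libraries of its own. Here too those Pre libraries were of different subjects, which can lower the number shared. With the subject as a block they shared 1 in edgeR and 1 in DESeq2, miR-4433b-3p, lower at both times, and with no filter edgeR shared 4, among them miR-4433b-3p and both miR-151 entries. Without replicate 2 edgeR's main fit shared 1, the hairpin entry mir-378c, and DESeq2 on the 2 groups alone with no filter shared 1, miR-151b. Across miRNAs the fold changes at both times had r = 0.394, where unchanged groups that share Pre libraries gave 0.478 in simulations.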

Except for miR-4433b-3p, there was no overlap between the two post-exercise signatures. Of note, miR-151b basal expression level was significantly greater in the sedentary compared to the trained group (Figures 2A, 3D). 

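At Pre, miR-151b had counts in 4 of 5 sedentary and in 2 of 5 trained libraries, 23 counts against 7. The ratio of the sedentary to the trained group was 4.62 with a 95% interval of 1.92 to 12.8, for counting error only. Subjects of both groups overlapped (exact permutation test, p = 0.294). Sedentary replicate 3 held the highest level, and without it the log2 difference of trained from sedentary was -0.33 in edgeR's fit with no filter and was not called. MIR151B lies on chromosome 14 from 100109419 to 100109514.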

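miR-138-1-3p was called higher in the trained group at 3hPost and in the sedentary group at Post, the only miRNA called in both groups in edgeR's main fit. With the block it was miR-34b-3p instead, higher at the same times, and with no filter edgeR called miR-4433b-3p lower in both groups at Post and miR-151b lower in both at 3hPost. Across times the fit with no filter shared 4 miRNAs between trained 3hPost and sedentary Post, 1 of them in the same direction, and 3 between trained Post and sedentary 3hPost, all in the same direction, where independent lists would share 2.34 and 0.368. DESeq2 also shared miR-451a between trained 3hPost and sedentary Post, in opposite directions. At matched times the groups shared 0 of the 3 and 16 miRNAs called at Post, where independent lists would share 0.197, and 0 of the 5 and 1 called at 3hPost. Under the block they shared 0 of 9 and 12 at Post and 0 of 8 and 3 at 3hPost, and by DESeq2 0 at either time. The difference between the groups was then tested for each miRNA the paper names as changed after exercise. These were chosen on the same libraries for a change in 1 group, which enters this difference. A small p is therefore not independent evidence that the groups differ. miR-218-5p (log2 difference in the change at Post -2.33, standard error 0.87) and miR-451a (-2.92, standard error 1.35) were higher at Post in the sedentary group. In the trained group their log2 fold changes were -0.16 and -0.61. miR-629-5p was lower at 3hPost in the trained group (log2 difference in the change -2.99, standard error 1.36), and its log2 fold change in the sedentary group was 0.25. An unadjusted p of at most 0.05 was reached by 0 of the paper's 7 miRNAs for trained Post, 2 of 8 for trained 3hPost, 3 of 9 for sedentary Post and 1 of 4 for sedentary 3hPost, and an adjusted p under 0.05 by 0 of any list in edgeR. In the other group 5 of 7, 4 of 8, 7 of 9 and 4 of 4 had the same sign. Over all 244 miRNAs, 8 differed between the groups in the change at Post and 2 in the change at 3hPost at the thresholds used for calls, 0 with an adjusted p under 0.05 in edgeR or DESeq2. Under the block 10 and 7 differed, and 11 and 7 had an unadjusted p of at most 0.05. Without replicate 1 the number at Post was 0, as was that at 3hPost without replicate 9.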

Overall, our data show that circulating exomiRs modulated by acute exercise in the trained and sedentary groups are totally distinct (Figure 4), and suggest that long-term exercise has a significant impact on the regulation of plasma exomiRs in response to acute exercise.

**FIGURE 4:**
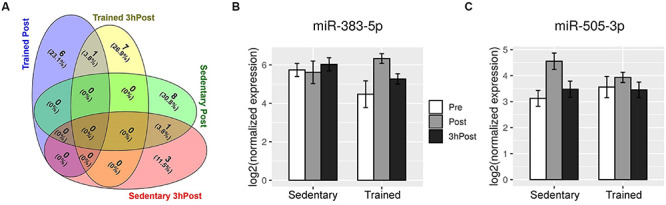
Acute exercise regulates distinct circulating exomiRs in the trained and sedentary groups. **(A)** Venn diagram depicting the exomiRs that were differentially regulated at Post and at 3 hPost in the trained group (7 and 8, respectively) and in the sedentary (9 and 4, respectively). There is no overlap between the trained and sedentary groups at either time point. **(B)** and **(C)** Shown are the expression levels of miR-383-5p **(B)** and miR-505-3p **(C)** in the circulating exosomes of sedentary and endurance-trained subjects before exercise (Pre), immediately after exercise (Post), and 3 h after exercise (3 hPost). Bar plots represent log2-transformed normalized read counts from small RNA sequencing.

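miR-383-5p stood in sedentary subjects at 49.0 ± 26.5 CPM at Pre (SD, n = 5), 60.3 ± 54.1 CPM at Post (SD, n = 5) and 62.2 ± 27.7 CPM at 3hPost (SD, n = 4), and in trained subjects at 35.5 ± 16.6 CPM at 3hPost (SD, n = 5). The change from Pre to Post had a log2 fold change of 0.28 in the sedentary group, and the difference between the groups in that change was 1.27 (edgeR, standard error 0.99, adjusted p = 0.973), which did not meet the thresholds for a call. miR-505-3p went in sedentary subjects from 2.65 ± 5.93 CPM at Pre to 19.3 ± 16.1 CPM at Post (SD, n = 5 each) and 4.78 ± 5.25 CPM at 3hPost (SD, n = 4). It had 1 count at Pre and 32 at Post, a ratio of 25.7 with a 95% interval of 4.30 to 1048 that covers counting error only. In trained subjects miR-505-3p stood at 6.90 ± 9.71 CPM at Pre, 8.79 ± 4.00 CPM at Post and 5.12 ± 5.81 CPM at 3hPost (SD, n = 5 each). The trained group's log2 fold change at Post was 0.14 and the difference between the groups -3.66 (edgeR with no filter, standard error 1.60, adjusted p = 0.921), which met the thresholds for a call. As miR-505-3p was chosen on the same libraries for its change in the sedentary group, that is not independent evidence of a difference.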

### Correlation of Exercise-Regulated ExomiRs With IGF1 Signaling

We employed pathway enrichment analysis (IPA), performed miRNA target prediction via miRDB (Wong and Wang, 2015), and mined the literature for experimentally validated miRNA targets to determine which molecular pathways would likely to be altered by the ExomiR signatures at baseline and in response to acute exercise. We found that the majority of differentially regulated miRNAs either target or are predicted to target components of the IGF1 signaling pathway. The IGF1 pathway, which signals through AKT-mediated activation of mTOR and repression of FOXO, and via the Ras/MAP kinase pathway, is a major regulator of muscle growth and glucose homeostasis (Schiaffino and Mammucari, 2011; O’Neill et al., 2015). IGF1 signaling is also implicated in exercise-induced muscle and cardiac hypertrophy (Velloso, 2008; Weeks and McMullen, 2011).

Three of the four miRNAs in the trained subjects’ baseline exomiR signature (miR-486-5p, miR-215-5p, and miR-941) were previously shown to target components of the IGF1 signaling pathway (Pichiorri et al., 2010; Hu et al., 2012; Peng et al., 2013; Figure 5A). Additionally, downregulated miR-151b is predicted to target RALGAPA1, an inhibitor of Ras signaling (Yan and Theodorescu, 2018). Thus, the data suggest the hypothesis that resting exomiRs differentially modulate IGF-1 signaling in trained vs. untrained elderly subjects.

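The 3 miRNAs that the paper lists as higher in trained subjects at rest, miR-486-5p, miR-215-5p and miR-941, had a median log2 difference of 2.46, and all 3 met the thresholds for a call in edgeR when no filter on low counts was used. After exercise their median in the trained group was -0.28 at Post and -2.14 at 3hPost, with 3 of 3 below 0 at both times. In the sedentary group it was 0.71 at Post and 0.64 at 3hPost, with 3 of 3 above 0. The list was chosen on these samples as high in trained and low in sedentary Pre libraries, so its direction at rest is not independent evidence, and changes from the same Pre libraries in these directions are expected without any effect of exercise.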

**FIGURE 5:**
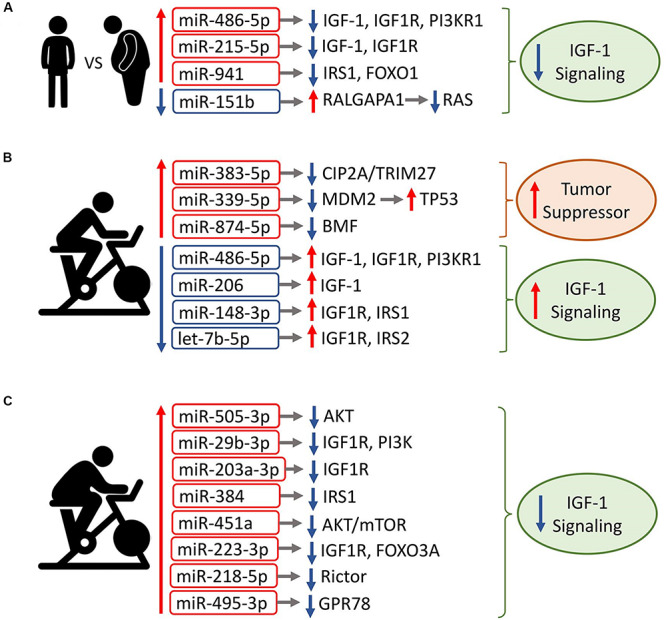
Association of circulating exomiR signatures with IGF1 signaling. Shown are the circulating exomiRs that were differentially regulated at Post, along with their reported/predicted target genes linked to IGF1 signaling, when applicable. Red border-rectangles indicate miRNAs that are upregulated; blue border-rectangles indicate miRNAs that are downregulated. Colors represent the level of miRNA expression; red: high expression; green: low expression. Up/down arrows indicate whether a target gene is up- or downregulated, respectively. **(A)** Circulating exomiRs that are differentially expressed in exercise-trained individuals relative to the sedentary lead to inhibition of IGF1 signaling. **(B)** In trained individuals, acute exercise-regulated exomiRs increase tumor suppressor activity and activate IGF1 signaling. **(C)** In sedentary individuals, the majority of acute exercise-regulated exomiRs are upregulated and result in downregulation of IGF1 signaling. Note that downregulated miR-4433b-3p is not shown because its target is undetermined.

In the trained group’s Post vs. Pre signature, all three upregulated miRNAs (miR-383-5p, miR-339-5p, and miR-874-3p) have a tumor suppressive function (Zhang et al., 2014; Zhao et al., 2017; Jiang D. et al., 2019; Jiang J et al.,2019b; Figure 5B). In contrast, all four downregulated miRNA species target components of IGF1 signaling (Peng et al., 2013; Xu et al., 2013; Gao et al., 2014; Xu et al., 2014; Liu et al., 2018), suggesting that the exercise-induced exomiR signature in trained older adults activates IGF1 signaling. 

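The 4 miRNAs that the paper lists as lower at Post in trained subjects, miR-206, miR-486-5p, miR-148a-3p and let-7b-5p, had a median log2 fold change of -1.36 there with no filter on low counts, and the 3 it lists as higher had one of 1.27. In the sedentary group at Post the same lists had medians of 0.17, with 2 of 4 below 0, and 0.32, with 3 of 3 above 0. At rest, the 4 lower miRNAs were above 0 in trained against sedentary subjects in 4 of 4 cases, with a median of 0.91, as is expected of miRNAs chosen as high in the same trained Pre libraries. Without trained replicates 6 and 8 together, a choice made after the values were seen, the log2 fold change at Post was 1.00 for miR-383-5p, 0.39 for miR-339-5p and -0.18 for miR-874-3p. It was -0.41 for miR-206, -0.31 for miR-486-5p, -0.21 for miR-148a-3p and -0.23 for let-7b-5p. These lists were chosen on the same samples.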

Except for miR-34b-3p (Hermeking, 2010), the majority of differentially regulated miRNAs at 3hPost vs. Pre target components of IGF1 signaling (Peng et al., 2013; Ye et al., 2015; Meier et al., 2016; Ntoumou et al., 2017; Yan et al., 2017; Zhu et al., 2018; Han et al., 2019), suggesting that they may also modulate the IGF1 pathway.

In contrast with the trained group, all but one miRNA species were upregulated in the sedentary’s Post vs. Pre signature. Downregulated miR-4433b-3p has no established or predicted gene target related to IGF1 signaling. The majority of increased miRNAs (seven out of eight) repress components of IGF1 signaling (Uesugi et al., 2011; Olivieri et al., 2014a; Yuan et al., 2015; Kim et al., 2016; Lai et al., 2016; Minna et al., 2016; Li et al., 2017; Chen et al., 2018; Wang Z. et al., 2018; Tang et al., 2019; Zeng et al., 2019), suggesting that the exercise-induced exomiR signature in the sedentary inhibits IGF1 signaling (Figure 5C). 

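The 8 miRNAs that the paper lists as higher at Post in sedentary subjects, among them miR-451a, miR-223-3p, miR-218-5p and miR-29b-3p, had a median log2 fold change of 2.31 with no filter on low counts, and 8 of 8 were called. Between Post and 3hPost 8 of 8 lay below 0 with a median of -1.95. That direction is expected without any change of miRNAs chosen as high in the same Post libraries, and the size of the fall was not tested. In the trained group 6 of 8 lay above 0 at Post, with a median of 0.26, and 0 were called. The list was chosen on these samples and is not independent evidence of its direction. Since most of these miRNAs repress components of the pathway, the paper proposes that the sedentary group's signature inhibits IGF1 signaling.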

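The 4 miRNAs that the paper lists as lower at 3hPost in sedentary subjects, miR-4433b-3p, the hairpin entry mir-378c, miR-151b and the joined entry of miR-151a-5p and miR-151b, had a median log2 fold change of -3.08 with no filter on low counts, and 3 of 4 were called. At Post in the same group 4 of 4 lay below 0, with a median of -2.45, as is expected of miRNAs chosen as high in the same Pre libraries. At 3hPost in the trained group 4 of 4 lay below 0, with a median of -0.40 and 1 called, miR-151b, which had 0 counts there. Sedentary Pre replicate 3 held the highest level of miR-4433b-3p and of both miR-151 entries.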

The majority of differentially regulated miRNAs at 3hPost vs. Pre either target or are predicted to target components of IGF1 signaling (Knezevic et al., 2012), implying a modulation of this pathway. Collectively, our findings suggest that exercise-regulated plasma exomiRs modulate IGF1 signaling. 

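Of 12 red blood cell miRNAs 1 lay above 0 in the difference between the groups straight after exercise (trained change minus sedentary change), with a median of -0.77. The list did not pass in the fit without a block (limma's camera, adjusted p = 0.105, and 0.876 with an estimated correlation), and did with the subject as a block at the preset correlation (adjusted p = 0.0406) and without replicate 5 (0.0328) or 8 (0.0373). For brain-enriched miRNAs 11 of 23 lay above 0 (limma's camera, adjusted p = 0.727), for the let-7 family 3 of 9 (0.557), for platelet miRNAs 5 of 8 (0.858) and for muscle-enriched miRNAs 2 of 4 (0.699). The myeloid cell, lymphocyte, liver-enriched and 14q32 lists had adjusted p values of 0.697, 0.697, 0.699 and 0.557. miR-451a was the red blood cell member that differed at the thresholds used for calls.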

Particularly, the plasma exomiR signatures induced immediately after exercise may have opposing effects on IGF1 signaling in trained vs. sedentary aging adults.

## Discussion

In the present study, we examined for the first time the effects of chronic and acute endurance exercise on global circulating exomiR profiles in older adults, using a next-generation sequencing-based approach. We identified a subset of differentially expressed plasma-derived exomiRs that target genes the IGF-1 signaling pathway in a long-term exercise (trained) compared to an untrained (sedentary) older subjects. We also found that acute exercise-induced plasma exomiR signatures in trained and untrained groups are distinct and have opposing effects on IGF-1 signaling. IGF-1 signaling is an important regulator of muscle growth and glucose homeostasis (Schiaffino and Mammucari, 2011; O’Neill et al., 2015; Vassilakos et al., 2019). In light of the known relationship between exercise and IGF-1 signaling (Velloso, 2008) and the dysregulation of IGF-1 signaling associated with aging (Rebelo-Marques et al., 2018), exercise-regulated circulating exomiRs might contribute to a differential regulation of IGF-1 signaling in trained compared to sedentary elderly subjects, suggesting their role as mediators of exercise-induced adaptations in the elderly population. Thus, our data could provide novel insights into the molecular mechanisms underlying the physiology of exercise in the elderly population.

Among the species regulated with exercise, we identified two muscle-enriched miRNAs (Horak et al., 2016), miR-486-5p and miR-206, whose exosomal levels were downregulated in trained individuals immediately after a single bout of acute exercise. Additionally, miR-486 baseline level was greater in the older trained group than in the sedentary group (Figure 2A). Previous studies have shown that miR-486 was more abundant in resting athletes’ whole blood than in healthy controls, whereas it was decreased following acute exercise in healthy controls (Denham and Prestes, 2016). In skeletal muscle, miR-206 was unaltered following acute exercise, but significantly decreased following 12 weeks of endurance training (Nielsen et al., 2010). Validated targets of miR-486 include both positive (IGF-1, IGF-1R, PIK3R1) and negative (PTEN) components of IGF-1 signaling (Small et al., 2010; Peng et al., 2013), suggesting that miR-486 may have both activating and inhibiting effects on PI3K/AKT signaling. Because activation of IGF-1/PI3K/AKT signaling is recognized to promote skeletal and cardiac muscle growth (Antos et al., 2002; Stitt et al., 2004; Vassilakos and Barton, 2018), we anticipate miR-486 to be involved in the regulation of muscle growth. MiR-206, which inhibits the PI3K/AKT signaling pathway in rat (Liu et al., 2018), was previously shown to promote skeletal muscle differentiation (Kim et al., 2006). Overall, the presence of these muscle enriched miRNAs in post-exercise signature is consistent with the impact of exercise on skeletal muscle hypertrophy and regeneration in response to long-term regular exercise (Bazgir et al., 2017).

In addition to muscle-enriched miRNAs, we found various non-muscle-specific miRNAs in the plasma exomiR profiles of elderly subjects following exercise. Some of these miRNA species, e.g., miR-215-5p, miR-941, miR-671-3p, miR-203a-3p, miR-4433b, and miR-384, have not been linked to exercise thus far, while others, like miR-29b, miR-451, miR-223, miR-505, and miR-629 have. Modulation of miR-29b and miR-451 following exercise training was formerly reported in skeletal muscle (Keller et al., 2011; Russell et al., 2013), and miR-29b was shown to promote muscle atrophy via the targeting of IGF-1 and PI3K (Li et al., 2017). MiR-451a also targets the AKT/mTOR pathway (Minna et al., 2016; Olioso et al., 2019), although its inhibitory effect on myogenesis in mice is not AKT-mediated (Munk et al., 2019). Our observations of exercise-induced alterations in exosomal miR-29b and miR-451 are consistent with previous studies and suggest that they could be involved in the regulation of skeletal muscle adaptations to exercise. Remarkably, upregulation of miR-29b following exercise was previously demonstrated in heart tissue-derived exosomes, suggesting a potential role in cardiac remodeling (Chaturvedi et al., 2015). Exercise-induced alterations in miR-223, miR-505, miR-629, and miR-486 expression were reported in immune cells (blood neutrophils, natural killers, and PBMCs), supporting their role as potential mediators of the effects of acute exercise on the immune system and inflammatory mechanisms (Radom-Aizik et al., 2010, 2012, 2013; Simpson et al., 2012; Nieman and Wentz, 2019). Both miR-223 and miR-629 were shown to target FOXO3A, a key mediator of the PI3K/AKT signaling pathway (Olivieri et al., 2014a; Kim et al., 2016; Yan et al., 2017), while miR-505 was recently shown to inhibit AKT phosphorylation (Tang et al., 2019). Collectively, our data support the concept that circulating exomiRs may be released by various tissues besides skeletal muscle, thereby contributing to the multisystemic benefits of exercise (for review, see Safdar and Tarnopolsky, 2018).

There is a paucity of data on the regulation of circulating exomiR expression by exercise (Guescini et al., 2015; D’Souza et al., 2018; Lovett et al., 2018; Hou et al., 2019). Inversely, numerous studies have reported the modulation of cell-free circulating miRNAs following exercise (Baggish et al., 2011; Aoi et al., 2013; Mooren et al., 2014; Nielsen et al., 2014; D’Souza et al., 2017; Shah et al., 2017; Horak et al., 2018; Barber et al., 2019). In the present work, older trained individuals displayed significant changes in exosomal miR-383-5p, miR-874-3p, miR-206, miR-486, miR-148, and let-7b levels immediately after exercise. Previous studies on circulating miRNAs reported significant expression changes in these six miRNA species following acute or chronic aerobic exercise (Nielsen et al., 2010; Aoi et al., 2013; Mooren et al., 2014; Nielsen et al., 2014; Denham and Prestes, 2016; D’Souza et al., 2017, 2018; Barber et al., 2019; Faraldi et al., 2019; Tung et al., 2019), thus strengthening our findings. Comparison of our exercise-induced plasma exomiR alterations with those from previous studies on circulating exosomes revealed both similarities and differences. Similar to the D’Souza study (D’Souza et al., 2018), we found an increase in miR-451a, a miRNA expressed in various tissues (Ludwig et al., 2016), in sedentary individuals following exercise. However, while we observed a decrease in muscle-specific miR-486-5p in trained individuals post-exercise (at both Post and 3hPost), other groups reported either an increase (D’Souza et al., 2018) or no significant change in untrained subjects (Lovett et al., 2018). Contrary to a recent study (Hou et al., 2019), we saw no significant change in baseline miR-342-5p in trained individuals. Since all of those previous studies involved young men, differences in the age of the cohort and in exercise regimens may likely contribute to these variations.

The mechanisms involved in exosome formation and secretion are poorly understood (Stoorvogel, 2012). Exercise-induced downregulation of miR-486 and miR-206 in older trained individuals might reflect an intake by cardiac or skeletal muscle cells, as these species are enriched in cardiac and skeletal muscle (Small et al., 2010; Kirby and McCarthy, 2013). By contrast, the higher miR-486 levels observed in the trained group at baseline could reflect an increase in muscle miRNA export, and/or either an increase in miRNA biogenesis or a decrease in its degradation. Acute exercise was previously shown to cause a transient increase in the level of circulating exosomes (Fruhbeis et al., 2015; Lovett et al., 2018; Whitham et al., 2018). Although variation in particle number or size was not evaluated in this study, we anticipate that there be a similar increase in EV levels immediately after exercise. Additionally, it would be important to determine whether the increase in exomiRs is due to an increase in a subpopulation of exosomes containing these specific miRNAs, or/and to increased packaging of these miRNAs. New technologies are being developed to analyze individual vesicles and identify heterogeneous EV populations (in terms of size and composition) and EV subtypes (Hartjes et al., 2019). Thus, further investigation is needed to elucidate the molecular basis of miRNA transfer by exosomes and determine the kinetics of miRNA turnover and the functional roles of differentially regulated exomiRs.

The differential expression of resting plasma-derived exomiR in older trained relative to the sedentary subjects suggests that exercise training exerts long-term alterations on circulating exomiR profiles. This idea is supported by a recent study by Hou et al. demonstrating increased levels of a circulating exomiR (miR-342-5p) in young athletes compared with untrained students (Hou et al., 2019). Similarly, the levels of circulating miRNAs and intramuscular muscle-specific miRNAs are altered following exercise training (Nielsen et al., 2010, 2014; Baggish et al., 2011; Aoi et al., 2013; Horak et al., 2016; Barber et al., 2019), and pronounced intramuscular gene expression changes have been described following two months of endurance training (Schmutz et al., 2006; Popov et al., 2019). Hence, in older adults, circulating exomiRs that are induced by exercise training could mediate some of the long-term physiological adaptations in muscle, heart, and other tissues (Rivera-Brown and Frontera, 2012), conceivably via regulation of IGF-1 signaling.

Exercise stimulates IGF-1 synthesis directly in muscle, and indirectly in most tissues via the stimulation of growth hormone secretion (Velloso, 2008). In muscle, both exercise and IGF-1 activate the AKT/mTOR signaling pathway, which stimulates protein synthesis and results in muscle hypertrophy. In the heart, exercise-induced cardiac hypertrophy is dependent on IGF-1 signaling (Troncoso et al., 2014; Wang L. et al., 2018). The divergent effects of plasma exomiR signatures on IGF-1 signaling (both at pre and post) in trained compared to untrained older subjects echo previous reports showing: (i) a higher anabolic response (greater muscle mass) and higher insulin sensitivity in endurance-trained old individuals compared to the untrained (Mikkelsen et al., 2013), and (ii) an activation of IGF-1 signaling in senescent rats subjected to acceleration training (based on muscle protein quantification) (Launay et al., 2017). As aging is associated with reduced IGF-1 levels and decreased IGF-1 signaling (Rebelo-Marques et al., 2018), it is tempting to speculate that regular exercise induces plasma exomiR changes that may help to counteract age-related anabolic resistance. Further investigation will be needed to ascertain this hypothesis, including measurements of IGF-1 levels in blood and/or IGF-1 signaling components in skeletal muscle biopsies, and an evaluation of the effect of regular exercise in a group of untrained elderly subjects (e.g., before and after completing 20 weeks of endurance training).

Identification of several regulated miRNAs that have been reported in other studies provides support for the validity and reproducibility of our findings. However, we note that our study is limited in cohort size, and that replication and extension of our findings in a larger cohort would be valuable. We acknowledge that without a non-exercise control group the study design does not control for the effect of dietary status. Furthermore, our study is limited to males. Given the differences between men and women with regard to the physiological response to exercise (Sheel, 2016), it would be interesting to evaluate the impact of exercise training and acute exercise on plasma exomiRs in older females as well.

We also note methodological limitations in our study. Our EV characterization lacks the characterization of EV protein contents (e.g., by Western blot) as well as the visualization of single EVs using high resolution electron microscopy (e.g., by transmission electron microscopy) (for reference, see Thery et al., 2018). While the ExoQuick precipitation-based method used for exosome isolation we used elicits a lower protein purity compared to other methods (Tang et al., 2017; Macias et al., 2019), it shows a higher particle recovery, which is most appropriate for downstream analysis exosomal miRNAs. We used a low-bias protocol for small RNA library preparation. However, some sequence bias may still occur during adapter ligation (Baran-Gale et al., 2015; Dard-Dascot et al., 2018). We did not confirm our RNA-seq-based results with qPCR measurement of regulated transcripts, although others have reported good correspondence of miRNA levels measured by sequencing and by qPCR (Mitchell et al., 2018).

Beyond the potential utility of plasma-derived exomiRs as biomarkers of physical fitness and exercise physiology (e.g., muscle contractile activity), our work suggests their important role in the regulation of IGF-1 signaling in other tissues. Potential therapeutic applications include the assessment of exercise capacity in specific groups (e.g., overweight people), and predicting the risk for cardiovascular diseases (Gomes et al., 2015). Furthermore, this study sets the stage for a deeper inquiry into the dynamic biology of circulating exomiRs in response to exercise in the aging population.

## Data Availability Statement

The data that support the findings of this study are available from the corresponding author upon request.

## Ethics Statement

The studies involving human participants were reviewed and approved by Florida Hospital, AdventHealth Orlando (Orlando, FL) Institutional Review Board (IRBNet #554559). The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

PC, VN, and SS designed the study. PC and BG recruited participants, collected samples, and performed experiments. VN, YG, SL, NJ, NS, MA, and MW performed experiments, collected and analyzed data, and revised the final version of the manuscript. VN and HP analyzed and interpreted data and drafted the manuscript. VN, HP, YG, PC, and SS critically revised the manuscript. All authors read and approved the final version of the manuscript.

## Conflict of Interest

BG and PC were employed by the company AdventHealth. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

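Exosome-enriched preparations from the plasma of 10 subjects, 5 trained and 5 sedentary, were sequenced before 40 min of cycling (Pre), straight after it (Post) and 3 h later (3hPost). There are 29 libraries, as a sedentary subject has no 3hPost library.

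The read counts were made by the authors before deposition. They trimmed adapters with the FASTX-Toolkit, removed low-quality and homopolymer reads, set aside reads that aligned to vector and rRNA sequence, and aligned the rest with STAR 2.4.2a in the exceRpt pipeline to hg38 with Gencode 24, assigning reads first to miRBase 21. The deposited table holds whole-number counts without normalization for 783 entries, which are mature miRNAs, some hairpins, and 11 entries that join miRNAs with shared reads. How reads that fit several miRNAs were divided is not stated. All 29 value columns were used.

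Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The model in edgeR was quasi-likelihood, with TMM scaling and 6 groups of training status and time over all 29 libraries. The filter filterByExpr, with a minimum count of 10 and a minimum total of 15, kept 244 entries. The 9 comparisons were trained against sedentary at Pre, Post and 3hPost against Pre and 3hPost against Post within each group, and the difference between the groups in the change from Pre at both later times. A miRNA was called at a log2 fold change of at least 1 in size and an unadjusted p of at most 0.05, the thresholds of the paper's methods, and adjusted p values are from the Benjamini-Hochberg method. For miRNAs below the filter, values come from the same model without it.

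Whole profiles of log2 CPM, with a prior count of 2, were compared by an exact permutation test of the share of squared distance between groups. Single miRNAs that the paper names were tested with exact permutation tests on log2 CPM with a pseudocount of 1. The ratio of miR-451a to miR-23a-3p had a pseudocount of 1 count. Between times of a group, the exact permutation tests of single miRNAs and of this ratio did not use the pairing by subject. The sign-flip test of the ratio did. Ratios of summed counts have exact 95% intervals that cover counting error only. There were 10 lists of miRNAs, written from general knowledge of tissues, cell types and clusters: muscle-enriched, red blood cell, platelet, myeloid cell, lymphocyte, liver-enriched, brain-enriched, let-7 family, miR-17-92 cluster and 14q32 cluster. They were tested with limma's camera at a preset correlation of 0.01 if at least 3 members passed the filter, with p adjusted over all lists and comparisons. Lists made of the paper's own miRNAs were described without a test. The spelling of a list member and of a joined platelet entry was matched to the table after it was seen.

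The miRNAs named in the text follow a rule set before the data were examined. They are those that the paper names in its results, the 5 with the smallest p among those called in each comparison, called members of the lists, and the 10 most abundant. A few others, such as members of the red blood cell list, were picked after their values were seen.

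Total miRNA counts had a median of 234853 per library, and 2 libraries lay under 0.25 of it. The replicate numbers stand for subjects. Libraries of the same subject had a mean r of 0.459 in their differences from the group means (28 pairs, 24 of them over 0.1), and libraries of different subjects one of -0.115 (112 pairs), so a fit with the subject as a block was an alternative. The paper states no pairing in its model. No pair of libraries looked like a copy of the same counts, with a lowest chi-square per degree of freedom of 17.1.

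Other alternatives were DESeq2's size factors (RLE), no filter, DESeq2, leaving out the 2 libraries of low depth or each replicate in turn, fitting only the 2 groups compared, DESeq2 on those 2 groups with no filter, other prior counts and count minimums, and an estimated correlation in camera. Genome positions are from GENCODE 44 on hg38, in which 781 of the 783 entries matched a hairpin gene. On simulated data with 200 of 783 entries changed, edgeR called 32.2% of those changed 2-fold, 84.2% of those changed 4-fold, 96% of those changed 8-fold and 4.60% of those not changed. In these simulations camera found a raised list in 6 of 10 and an unchanged list in 0 of 10. The simulated counts had no subject effect and no correlation between miRNAs, and the lists were random. These rates therefore need not hold for the real libraries.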

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

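The test of brain-enriched miRNAs as a single source, the limits that decided it, the test of the clotting reagent and the fits without pairs of trained replicates were chosen after the results were seen. Replicates 6 and 8 were picked after their positions on the first component were seen.

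Changes of the trained group at Post. In edgeR miR-383-5p was called higher and miR-206 and miR-30a-3p lower at Post, and leaving out trained replicate 6 or replicate 8 took the number called from 3 to 0. Without both, 2 of the paper's 7 miRNAs kept at least 0.5 of their log2 fold change, 1 of them miR-486-5p, whose fold change was small at the start (-0.20), and without other pairs of trained replicates 5 to 7 did. Since these replicates and miRNAs were picked from the same values, this does not decide whether the 2 subjects alone carry the changes. Across the tested miRNAs the fold changes followed the first principal component computed from the sedentary libraries alone, with an r of 0.642 in size, so a shift along an axis on which subjects differ at any time is a candidate explanation. GC content of the hairpins had a rho of 0.204 with the loadings on that component, which leaves a GC bias between libraries open. An effect of exercise in some subjects also stays open, as the design cannot part it from a technical shift in those subjects' libraries.

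Changes of the sedentary group at Post. Of 16 called miRNAs 1 was called without sedentary replicate 1, so a single subject may account for most of them. The red blood cell miRNAs other than miR-451a, 11 of them, had a median log2 fold change of 0.566 (spread 0.197), where miR-451a had 2.32, and a contribution of red blood cell RNA cannot be told apart from other causes, since that median lies within its spread of 0.25 of the latter, 0.579. The fold changes had an r of 0.211 in size with the first component of the trained libraries, which decides nothing. Release of miRNAs in response to exercise in untrained subjects is a biological explanation that was not tested apart from these. miR-223-3p was the miRNA called with and without replicate 1.

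Brain-enriched miRNAs, a group that the paper does not analyse, held 30.8% of all counts, led by miR-129-5p, miR-128-3p and miR-9-3p. Their share by group was 31.6 ± 3.47% in sedentary Pre, 32.7 ± 2.05% in sedentary Post and 30.2 ± 2.70% in sedentary 3hPost, and 28.98 ± 2.64% in trained Pre, 29.9 ± 2.92% in trained Post and 32.3 ± 1.30% in trained 3hPost (SD, n = 4 for sedentary 3hPost and 5 for the others). The lowest share of a library was 26.2% (median 31.5%, highest 35.9%), and since every plasma was mixed with thromboplastin, brain-derived material in that reagent cannot be told apart from miRNAs of the subjects. Among the 50 most abundant miRNAs, the log2 ratios of pairs of the 8 brain-enriched ones had a median SD of 1.09 between libraries, against 1.10 for pairs of the other 42, which does not settle whether they come from a single source. The list comes from general knowledge, 23 of its 28 members passed the filter, and levels in other tissues were not available to test.

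Single libraries far from the others of their group are given as log2(CPM + 1) with the next value in parentheses. In 192 groups of values 16 were found, where chance gives 9.6 for normally distributed values. Several rest on few counts against 0, as for miR-215-5p and miR-505-3p, or on the smallest library, trained 3hPost replicate 6. The number found is therefore not evidence of unusual libraries. miR-486-5p was at 16.8 (11.3) in trained Post replicate 9. The log2 ratio of miR-451a to miR-23a-3p was 2.41 (0.19) in the same library. miR-215-5p was at 2.98 (0) in sedentary Post replicate 2 and at 4.26 (0) in trained 3hPost replicate 10. miR-339-5p was at 0 (5.60) in trained 3hPost replicate 6. miR-874-3p was at 4.55 (7.82) in sedentary Pre replicate 3. miR-206 was at 6.29 (8.22) in trained 3hPost replicate 7. miR-129-2-3p was at 0 (5.05) in trained Pre replicate 8. miR-671-3p was at 8.85 (5.44) in sedentary 3hPost replicate 3. miR-505-3p was at 3.83 (0) and the hairpin entry mir-378c at 3.83 (7.28) in sedentary Pre replicate 5. miR-203a-3p was at 0 (2.49) in trained Pre replicate 10. miR-223-3p was at 5.68 (4.28) in sedentary 3hPost replicate 2 and at 2.86 (6.14) in trained Post replicate 10. miR-4433b-3p was at 0 (5.24) in trained 3hPost replicate 7. The joined entry of miR-151a-5p and miR-151b was at 9.02 (4.13) in sedentary Pre replicate 3.

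The change from Pre to Post differed between the groups, as trained minus sedentary log2 fold change, for miR-30a-3p (-1.95), miR-218-5p (-2.33), miR-889-3p (-1.70), the hairpin entry mir-378c (2.00), miR-139-5p (-1.05), miR-148b-3p (-1.24), miR-451a (-2.92) and miR-140-3p (-1.46), each at an unadjusted p of at most 0.05 and with an adjusted p of 0.973 in edgeR. With the subject as a block miR-139-5p, at -0.99, and miR-140-3p, at -1.14, no longer met the thresholds in edgeR, and they did in DESeq2. The change from Pre to 3hPost differed for miR-486-5p (-3.65) and miR-629-5p (-2.99), with an adjusted p of 0.999. Without replicate 1 none of the 8 at Post met the thresholds, and without replicate 9 neither did those at 3hPost.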

How the results depend on the processing

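DESeq2 with the subject as a block on the 2 groups compared alone and no filter was chosen after the values were seen, as were the fits without pairs of trained replicates and the counts of miRNAs shared by Post and 3hPost in fits other than DESeq2 and the split of the Pre libraries. The other alternatives were set before the data were examined.

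With RLE size factors the number called in each of the 9 comparisons stayed within 1.5 times, and the median log2 fold change of all miRNAs shifted by less than 0.1. For other changes below the cause was not tested, except that leaving out the filter adds miRNAs with few counts and leaving out libraries reduces the samples.

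With no filter on low counts 26 miRNAs were called at baseline (3 with an adjusted p under 0.05), 24 in the trained group at Post, 34 at 3hPost (3 adjusted) and 29 in 3hPost against Post (2 adjusted). In the sedentary group 54 (3 adjusted), 12 (1 adjusted) and 40 (1 adjusted) were called, and 37 and 21 (1 adjusted) in the differences between the groups. DESeq2 called 3 at baseline, 5 in trained Post, 8 in trained 3hPost, 2 in sedentary 3hPost and 19 in sedentary 3hPost against Post (1 adjusted). DESeq2 on the 2 groups alone with no filter called 4 at baseline, 5 in trained Post and 3 in sedentary 3hPost. On the 2 groups alone edgeR called 3 in trained 3hPost, 8 in sedentary Post and 7 in sedentary 3hPost against Post. Without the 2 libraries of low depth 2 were called at baseline, 5 in trained Post, 1 in trained 3hPost against Post, 0 in sedentary 3hPost (edgeR) and 1 in the difference at 3hPost.

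With the replicate block edgeR called 9 in trained Post, 8 in trained 3hPost, 12 in trained 3hPost against Post, 3 in sedentary 3hPost and 7 in the difference at 3hPost. DESeq2 with the replicate block called 9, 9, 13, 3 and 6 in these, and 15 in the difference at Post. DESeq2 with the replicate block on the 2 groups alone and no filter called 7 in trained Post, 8 in trained 3hPost, 6 in trained 3hPost against Post, 8 in sedentary Post (1 adjusted), 4 in sedentary 3hPost and 5 in sedentary 3hPost against Post.

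Leaving out each replicate in turn, the number called ran from 0 to 11 at baseline, from 0 to 10 in trained Post, from 2 to 8 in trained 3hPost, from 1 to 6 in trained 3hPost against Post, from 1 to 20 in sedentary Post, from 0 to 2 in sedentary 3hPost, from 1 to 19 in sedentary 3hPost against Post, from 0 to 10 in the difference at Post and from 0 to 4 in that at 3hPost. The number with an adjusted p under 0.05 in edgeR was 0 in each of these fits. The share of the squared distance between trained and sedentary profiles ran from 5.23% to 12.6% at Pre, from 4.83% to 8.94% at Post and from 8.35% to 21.6% at 3hPost. The Post to Pre difference in the log2 ratio of miR-451a to miR-23a-3p ran from -0.59 to 0.29 in trained subjects, where it changed sign without replicate 7 (0.29) and replicate 8 (0.065), and from 1.27 to 2.38 in sedentary subjects. Of the values for named miRNAs in these fits, 276 stayed on their side of the thresholds, 76 fell below, 17 rose above and 3 changed sign. The latter were miR-671-3p in trained 3hPost (from -0.080 without replicate 9 to 1.96), miR-486-5p in trained 3hPost against Post (from -3.14 to 0.47 without replicate 9) and miR-543 in sedentary Post (from -0.014 without replicate 1 to 1.52).

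Of the lists, 1 passed camera (red blood cell in trained 3hPost). With an estimated correlation 0 passed, where 1 list passed at the preset one, without the libraries of low depth 4, with the replicate block 3, and from 0 to 7 when a replicate was left out. The number of miRNAs detected per library was 232 at a minimum of 5 counts and 202 at the depth of the smallest library. With Pre libraries split between the comparisons, 0.65 called miRNAs were shared on average in the trained and 0.2 in the sedentary group, numbers that differences between subjects can lower. With the replicate block 0 and 1 were shared (edgeR and DESeq2 alike), with no filter 4 and 4, and by DESeq2 with the replicate block on the 2 groups alone and no filter 1 and 1. DESeq2 on the 2 groups alone with no filter shared 0 and 1. When replicates were left out, the trained group shared 1 without replicate 7, 9 or 10 and 0 without replicate 6 or 8, and the sedentary group 1 without replicate 2 and 0 without each of the others.

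Depth limits values for miRNAs below the filter. A single count in the smallest library stands for 62.1 CPM, more than the mean level of miR-215-5p, miR-505-3p, miR-151b or miR-203a-3p in any group.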

Differences from the paper's values

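The paper gives the share of miR-16 as 2.63%, and in the deposited counts miR-16-5p held 0.0255%. None of the alternatives came within 1.5 times of the paper's value: the mean share per library (0.0212%), the share without the libraries of low depth (0.0256%) and miR-16-5p with both 3p forms (0.0327%). The paper's value is 103 times the share in the table, and 100 times that share is 2.55%, so a slip between a fraction and a percent would close the gap, which the table alone cannot show.

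At baseline the paper calls 4 miRNAs, and edgeR called 1. Of the alternatives set before the data were examined, DESeq2 (3), DESeq2 on the 2 groups alone with no filter (4, the same miRNAs as the paper's) and edgeR without replicate 3, 5 or 6 came within 1.5 times of the paper's count. RLE size factors, no filter, the fit without the libraries of low depth, the 2 groups alone and the fits without replicate 1, 2, 4, 7, 8, 9 or 10 did not.

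In the trained group at Post the paper calls 7, and edgeR called 3. DESeq2, the fit without the libraries of low depth, DESeq2 on the 2 groups alone with no filter, the replicate block, DESeq2 with the replicate block and the fits without replicate 7, 9 or 10 came within 1.5 times. RLE size factors, no filter, the 2 groups alone and the fits without replicate 6 or 8 did not. At 3hPost the paper calls 8, and edgeR called 5. DESeq2, the fit without the libraries of low depth, the replicate block, DESeq2 with the replicate block and the fits without replicate 6, 7 or 10 came within 1.5 times, and RLE size factors, no filter, the 2 groups alone with edgeR or DESeq2 and the fits without replicate 8 or 9 did not.

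In the sedentary group at Post the paper calls 9, and edgeR called 16. The 2 groups alone (8) and the replicate block (12) came within 1.5 times, and RLE size factors, no filter, DESeq2, the fit without the libraries of low depth, DESeq2 on the 2 groups alone with no filter, DESeq2 with the replicate block and the fits without each replicate did not. At 3hPost the paper calls 4, and edgeR called 1. DESeq2 on the 2 groups alone with no filter, the replicate block and DESeq2 with the replicate block (3 each) came within 1.5 times, and RLE size factors, no filter, DESeq2, the fit without the libraries of low depth, the 2 groups alone and the fits without each replicate did not.

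The paper finds 1 miRNA shared by both signatures after exercise in the trained group and 1 in the sedentary group, and edgeR found 0 in each. DESeq2 (0 in each) and the split of the Pre libraries (0.65 and 0.2) did not come within 1.5 times, though that split uses different subjects and cannot decide what is shared. Among the counts made after the values were seen, the replicate block with edgeR or DESeq2 shared 0 in the trained group and 1, miR-4433b-3p, in the sedentary group, which is the paper's miRNA. DESeq2 with the replicate block on the 2 groups alone and no filter shared the paper's miRNA in both groups, miR-486-5p and miR-4433b-3p, and edgeR with no filter shared 4 in each. The paper's number, with other miRNAs, was also reached in the trained group without replicate 7, 9 or 10 (miR-148b-3p) and in the sedentary group without replicate 2 (the hairpin entry mir-378c) and by DESeq2 on the 2 groups alone with no filter (miR-151b). RLE size factors, the fit without the libraries of low depth, the 2 groups alone and the fits without the other replicates shared 0.

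DESeq2 with the replicate block on the 2 groups alone and no filter, chosen after the values were seen, called 7 and 8 miRNAs in the trained group at Post and 3hPost and 8 and 4 in the sedentary group, and of the paper's own called miRNAs it dropped 1, miR-203a-3p in the sedentary group at Post. Of the paper's 4, 7, 8, 9 and 4 called miRNAs, edgeR called 0, 2, 4, 4 and 0 with the filter and 4, 4, 5, 9 and 3 without it. With the subject as a block, edgeR called 6, 6, 6 and 1 of the 7, 8, 9 and 4 within-group ones with the filter. With the block and no filter it called 7, 7, 9 and 4 of them. The fold changes of all the paper's called miRNAs had its direction in edgeR's fit with neither block nor filter. miR-486-5p at Post in the trained group was called without replicate 9, and the hairpin entry mir-378c at 3hPost in the sedentary group without replicate 2.

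The paper describes clusters of its differentially expressed miRNAs that differed strongly between trained and sedentary subjects at rest. The values here measure another thing, how far the Pre libraries of the groups part, and over fewer miRNAs than its heat map holds. For the 28 miRNAs that it names, training status held 10.2% of the squared distance between scaled Pre profiles (exact permutation test, p = 0.548). Over all tested miRNAs, a different set that holds 1 of the paper's 4 baseline miRNAs, it held 6.16% (exact permutation test, p = 0.929). The paper's volcano plot of baseline differences (Fig. 2B) carries the labels of its plot of the response of the trained group at Post (Fig. 3A).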

Other observations

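The tests by times swapped within subjects and the test of shared Post libraries were not among those planned before the data were examined, and the splits of samples were.

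Many miRNAs that were higher at Post in the sedentary group were lower again at 3hPost than at Post, a direction that shared Post libraries alone can give. The 16 miRNAs with the highest log2 ratios of Post to Pre had a median change of -0.58 from Post to 3hPost. In 100 simulations of unchanged groups it was -0.53 (from -0.93 to -0.11 in 95% of them). Across miRNAs the changes from Pre to Post and from Post to 3hPost had r = -0.654, against -0.481 in the simulations. The called miRNAs below were picked partly for their fall and were not simulated as a set. With Post libraries split so that each comparison had its own, the median change of the 16 was 0.15 on average over 20 splits. Such splits use Post libraries of different subjects, which alone can raise that value, so it decides nothing. miR-218-5p went from 6344 ± 7774 to 1189 ± 469 CPM (SD, n = 5 and n = 4), a log2 fold change of -2.33, and miR-223-3p from 93.6 ± 56.9 to 25.6 ± 16.4 CPM, a log2 fold change of -1.78. miR-495-3p (-1.50), miR-140-3p (-1.43), let-7g-5p (-1.39), miR-191-5p (-1.56), miR-185-5p (-1.63), miR-543 (-1.20) and the liver-enriched miR-192-5p (-1.37) were lower too, and miR-149-5p (-1.61) and miR-328-3p (1.18) complete the 11 called miRNAs, 10 of them lower. In edgeR 11 miRNAs had an unadjusted p of at most 0.05 and 0 an adjusted p under 0.05, and DESeq2 called 19, 1 of them with an adjusted p under 0.05. Without replicate 1 none of the named ones was called, and with the subject as a block in edgeR miR-495-3p (-0.87), miR-140-3p (-0.96), miR-543 (-0.75), miR-191-5p (-1.05), miR-192-5p (-0.99) and miR-328-3p (0.85) were not, of which DESeq2 with the block called miR-140-3p and miR-191-5p. Within the brain-enriched list 1 miRNA, miR-218-5p, passed when adjusted over the list alone. Red blood cell miRNAs lay above 0 in 1 of 12 (median -0.62, adjusted p = 0.107 by limma's camera, 0.876 with an estimated correlation, 0.0406 with the block, 0.0328 without replicate 5). Adjusted p values of the other lists were 0.984 (muscle-enriched), 0.703 (platelet), 0.850 (myeloid cell), 0.699 (lymphocyte), 0.270 (liver-enriched), 0.819 (brain-enriched), 0.551 (let-7) and 0.953 (14q32).

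In the trained group miR-629-5p (log2 fold change -2.59) and miR-486-5p (-2.80) were lower at 3hPost than at Post, the 2 miRNAs called. With the subject as a block they were not called, at -1.46 and -0.11, and without replicate 9 the values were -0.61 and 0.47. In edgeR 3 had an unadjusted p of at most 0.05 and 0 an adjusted p under 0.05, and DESeq2 called 2 with 0 adjusted. With the block edgeR called 4 others higher and 8 lower. There 20 had an unadjusted p of at most 0.05, where chance gives 12.2, and 0 an adjusted p under 0.05. Lists had adjusted p values by limma's camera of 0.245 (red blood cell, 2 of 12 above 0, 0.0373 without replicate 8 and 0.876 with an estimated correlation), 0.231 (platelet), 0.195 (let-7), 0.557 (myeloid cell), 0.823 (muscle-enriched), 0.850 (lymphocyte), 0.703 (liver-enriched), 0.697 (brain-enriched) and 0.772 (14q32).

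For the difference between the groups in the change at 3hPost, red blood cell miRNAs had a median of -0.64 with 5 of 12 above 0 (adjusted p = 0.0898 by limma's camera). The other lists had adjusted p values of 0.699 (muscle-enriched), 0.699 (platelet), 0.850 (myeloid cell), 0.917 (lymphocyte), 0.456 (liver-enriched), 0.231 (brain-enriched), 0.307 (let-7) and 0.699 (14q32). The red blood cell list passed without the libraries of low depth (0.0285) and without replicate 3, 5, 8 or 10 (0.0207 to 0.0364), and the let-7 list without replicate 8 (0.0149). With an estimated correlation the adjusted p was 0.876 for both lists.

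Other splits of the libraries were fitted in the same way, up to 100 per comparison with the real one included. Chance could not be excluded for any of the 9 comparisons. At baseline 95 splits called at least as many miRNAs as the real 1, with a highest other of 62. For trained subjects it was 81 at Post (real 3, highest other 80), 70 at 3hPost (5, 68) and 95 for 3hPost against Post (2, 77). For sedentary subjects it was 48 at Post (16, 83), 82 at 3hPost (1, 71) and 81 for 3hPost against Post (11, 91). For the difference between the groups it was 14 at Post (8, 12) and 44 at 3hPost (2, 10). Splits that call many times the real number point to a structure of the samples, and libraries of the same subject resembled each other. Within a group the real split parts every such pair and few of the others do, so its rank says little there. Among splits that part every pair of libraries of a subject, the highest were 5, 11 and 4 in the trained group and 16, 2 and 16 in the sedentary group, in the same order. With the subject as a block and times swapped within subjects, the real numbers were 9, 8 and 12 in the trained group and 12, 3 and 9 in the sedentary group. The highest others were 15, 17, 10, 17, 3 and 20. Of 16 arrangements, the real one included, 5, 4 and 1 in the trained group and 5 at sedentary Post called at least as many. In the sedentary comparisons of 3hPost, 2 and 4 of 8 did. So few arrangements cannot exclude chance, whatever the rank.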
